# Transcriptional Repression of Hox Genes by *C. elegans* HP1/HPL and H1/HIS-24

**DOI:** 10.1371/journal.pgen.1002940

**Published:** 2012-09-13

**Authors:** Maja Studencka, Radosław Wesołowski, Lennart Opitz, Gabriela Salinas-Riester, Jacek R. Wisniewski, Monika Jedrusik-Bode

## Abstract

Elucidation of the biological role of linker histone (H1) and heterochromatin protein 1 (HP1) in mammals has been difficult owing to the existence of a least 11 distinct H1 and three HP1 subtypes in mice. *Caenorhabditis elegans* possesses two HP1 homologues (HPL-1 and HPL-2) and eight H1 variants. Remarkably, one of eight H1 variants, HIS-24, is important for *C. elegans* development. Therefore we decided to analyse in parallel the transcriptional profiles of HIS-24, HPL-1/-2 deficient animals, and their phenotype, since *hpl-1*, *hpl-2*, and *his-24* deficient nematodes are viable. Global transcriptional analysis of the double and triple mutants revealed that HPL proteins and HIS-24 play gene-specific roles, rather than a general repressive function. We showed that HIS-24 acts synergistically with HPL to allow normal reproduction, somatic gonad development, and vulval cell fate decision. Furthermore, the *hpl-2*; *his-24* double mutant animals displayed abnormal development of the male tail and ectopic expression of *C. elegans* HOM-C/Hox genes (*egl-5* and *mab-5*), which are involved in the developmental patterning of male mating structures. We found that HPL-2 and the methylated form of HIS-24 specifically interact with the histone H3 K27 region in the trimethylated state, and HIS-24 associates with the *egl-5* and *mab-5* genes. Our results establish the interplay between HPL-1/-2 and HIS-24 proteins in the regulation of positional identity in *C. elegans* males.

## Author Summary

Linker histone (H1) and heterochromatin protein 1 (HP1) play central roles in the formation of higher-order chromatin structure and gene expression. Recent studies have shown a physical interaction between H1 and HP1; however, the biological role of histone H1 and HP1 is not well understood. Additionally, the function of HP1 and H1 isoform interactions in any organism has not been addressed, mostly due to the lack of knockout alleles. Here, we investigate the role of HP1 and H1 in development using the nematode *C. elegans* as a model system. We focus on the underlying molecular mechanisms of gene co-regulation by H1 and HP1. We show that the loss of both HP1 and H1 alters the expression of a small subset of genes. *C. elegans* HP1 and H1 have an overlapping function in the same or parallel pathways where they regulate a shared target, the Hox genes.

## Introduction

Linker histone H1 and heterochromatin protein HP1 are involved in numerous processes ranging from stabilizing heterochromatin condensation to the regulation of gene expression [1]–[5]. As has been reported, a methylation mark on vertebrate histone H1 is specifically recognized by the chromodomain of HP1. However, the exact biological role of HP1 binding to linker histone has not been determined [6].

The functions of HP1 and H1 proteins are mainly dependent on the cell type in which particular variants are expressed. Although the number of H1 (11) and HP1 variants (3) presents difficulties in studying the effect of H1 and HP1 depletion in mice, some data has emerged [3], [7]–[10]. For example, loss of HP1β results in defective development of neuromuscular junctions and the cerebral cortex [10], whereas depletion of three of eleven H1 genes causes lethality connected with a very broad range of defects in mice [11]–[12]. In ES cells, the lack of three somatic H1 variants leads to changes in nucleosome spacing and local chromatin compaction, and this is correlated with decreased levels of H3K27 trimethylation [11]. Additionally, H1 is necessary to establish and maintain the DNA methylation pattern in a subset of genes including the reproductive homeobox (Rhox) gene cluster [13].

*C. elegans* possesses eight linker histone variants and two HP1 homologues, HPL-1 and HPL-2 [14]–[16]. Mutation of *hpl-2* results in defective vulval and germline development at elevated temperatures [15]–[17]. *hpl-1*, in contrast to *hpl-2*, does not have visible effects on *C. elegans* development at different temperatures, however, *hpl-1* acts redundantly with *hpl-2* to control larval development, somatic gonad development and vulval cell fate determination [17]. Our previous study revealed that HPL-1 recognizes the linker histone variant HIS-24 when it is mono-methylated at lysine 14 (HIS-24K14me1), similar to the situation in vertebrates [16]. Additionally, we showed that HIS-24 interacts with H3K27me3 [18]. The H3K27me3 modification correlates with a repressive chromatin state that inhibits expression of many developmentally regulated genes. This is consistent with studies of Hox loci demonstrating that enrichment of H3K27me3 recruits the binding of Polycomb group proteins (PcG) [19].

The Hox genes encode conserved homeodomain-containing transcription factors that control the positional identities of cells along the anterior–posterior axis [20]–[21]. The expression pattern of Hox genes appears to be regulated by two evolutionarily conserved PcG complexes, the ESC/E(Z) complex and the PRC1 complex. Both have been identified in flies and mammals and are linked to modulation of repressive chromatin structures [21]. The *C. elegans* Hox cluster consisting of *lin-39*, *ceh-13*, *mab-5* and *egl-5* (orthologs of *Drosophila Scr*, *labial*, *ftz* and *Abd-B*, respectively) is quite degenerated in comparison to Hox clusters in other species [22] but, as in mammals, is also globally repressed by Polycomb group (PcG) proteins [20], [23]. Mutations in *mes-2* and *mes-6*, which encode the *C. elegans* ESC/E(Z) complex, result in ectopic expression of Hox genes [23]. A similar phenotype has also been observed in the absence of *sop-2* or *sor-1* genes. SOP-2 and SOR-1 form another *C. elegans* PcG-like complex which shares many structural and functional properties with the *Drosophila* PRC1, and is involved in the global repression of Hox gene expression. Loss of *sop-2* and *sor-1* results in gross homeotic transformations [24]–[25].

To elucidate the function of H1 and HP1 related proteins in *C. elegans*, we decided to generate double and triple mutants, since *hpl-1*, *hpl-2* and *his-24* deficient nematodes are viable, and since HIS-24K14me1 is recognized by HPL-1 [16]–[17], [26]. We performed global transcriptional analyses of single, double and triple mutant animals, and we found that HPL-1/-2 and HIS-24 regulate a relatively small number of genes. We provide evidence that the methylated form of HIS-24 (HIS-24K14me1) and HPL-2 are involved in the regulation of *mab-5* and *egl-5* expression by binding to H3K27me3, although HIS-24K14me1 does not interact with HPL-2 [16]. Furthermore, we observed that HIS-24 and HPL-2 act in parallel pathway as MES (PcG) proteins, and loss of their activity causes defects of male tail structures. Overall, our data suggest a common and dual role for *C. elegans* H1 and HP1, functioning both as chromatin architectural proteins and at the same time as modifiers of a small subset of genes. Furthermore, we provide the first direct evidence for redundant functions of H1 and HP1 in metazoan development.

## Results

### HP1 and HIS-24 are not global repressors of transcriptional activity in *C. elegans*

*C. elegans* contains two related HP1 proteins (HPL) and eight linker histone variants [14]–[15]. Only one of the eight linker histone variants, HIS-24 is important for germline development, with its absence resulting in reduced fertility and de-repression of extrachromosomal transgenic arrays in the germline [14]. As we previously reported, the absence of HIS-24 did not affect protein levels of the other histone variants, in contrast to the mammalian H1 subtypes which are sufficient to compensate for the loss of a single linker histone [7], [16]. Furthermore, we showed that *C. elegans* heterochromatin protein 1 variant, HPL-1 recognizes and binds the methylated form of HIS-24 [16]. Given the physical interaction of HPL-1 with HIS-24 mono-methylated at lysine 14 and their role in chromatin silencing and germline developmental processes [15]–[17], we decided to study HPL and HIS-24 function in transcriptional regulation in *C. elegans*. It was of great interest to determine how the HPL subtypes (HPL-1 and HPL-2) and HIS-24 affect gene expression. To determine the contribution of HIS-24 and HPL-1/-2 to the control of gene transcription, we compared the gene-expression profiles of single null mutations in the *hpl-1*, *his-24* and *hpl-2* as well as profiles of *hpl-1his-24*, and *hpl-2*; *his-24* double, and *hpl-2*; *hpl-1his-24* triple mutant animals in L4 larval stages grown at 21°C. We decided to use L4 larval stages because HIS-24 is the most abundant linker histone H1 variant at this stage according to mass spectrometry-based protein expression data (Figure 1).

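The arrays analysed here come from 4 genotypes with 2 biological replicates each: the double mutants *hpl-1 his-24*, *hpl-2*; *his-24* and *hpl-1*; *hpl-2*, and the triple mutant *hpl-2*; *hpl-1 his-24*. No array of wild type or of a single mutant was analysed here, so the mutants were compared with each other. Each sample was prepared from 80 to 100 animals, and 600 ng of RNA went into the labelling reaction. The paper gives the stage as L4 larvae, whereas the sample labels give L4 and young adult. The RNA was amplified, labelled with Cy3 and hybridized to Agilent *C. elegans* oligonucleotide arrays, 1 sample per array. The scanner software subtracted the background from the brightness of each spot and did not normalize between arrays. From these intensities, the log2 signal of each array was expressed relative to its 75th percentile, and the spots of a probe were averaged. A gene identifier with several probes was represented by its brightest probe. Of the 20113 identifiers, 17092 were well above background on both arrays of at least 1 genotype and were tested. Differences between genotypes were tested with limma, two-sided, with Benjamini-Hochberg adjustment. A gene was called higher or lower at an adjusted p below 0.05 and a log2 fold change beyond 1.5 in either direction, as in Table 1. Between the replicates of a genotype, the correlation across genes was 0.986 in *hpl-2*; *his-24* and at least 0.996 in the other genotypes. The SD of the difference between replicates was 0.53 on the log2 scale in *hpl-2*; *his-24* and 0.24 to 0.25 in the others. The number of arrays limits the precision: with 2 against 2, an exact two-sided permutation test of a single gene cannot give a p below 0.333. The *hpl-2*; *his-24* arrays shared 1 slide and a scan day of their own, and the *hpl-1 his-24* arrays lay on 2 further slides. Only *hpl-1*; *hpl-2* and the triple mutant shared slides. For *hpl-2*; *his-24*, the slide and scan day cannot be told apart from the genotype. For *hpl-1 his-24*, variation between its slides is part of the difference between its replicates, and a difference common to both slides is not.
The deleted genes were read as a check of the sample labels. *his-24* (M163.3, chromosome X) had a log2 signal of 0.38 ± 0.10 (SD, n = 2 arrays) in *hpl-1*; *hpl-2*. It was not well above background on any array labelled with *his-24*, which makes it at least 126-fold lower in *hpl-1 his-24*, at least 182-fold lower in the triple mutant and at least 388-fold lower in *hpl-2*; *his-24*. *hpl-2* (K01G5.2b, chromosome III) was lower than in *hpl-1 his-24* in the 3 genotypes labelled with *hpl-2*. Its log2 fold change was -1.03 in the triple mutant (standard error 0.11, adjusted p = 0.000661 from limma). The log2 fold change of *hpl-2* was -0.68 in *hpl-1*; *hpl-2* (adjusted p = 0.00385) and -0.99 in *hpl-2*; *his-24* (adjusted p = 0.000433). The probe of another *hpl-2* identifier, K01G5.2a, had a mean log2 signal of 0.47 in *hpl-1 his-24*. Its means were -1.17 in *hpl-2*; *his-24*, -0.81 in *hpl-1*; *hpl-2* and -1.08 in the triple mutant, a larger fall than that of K01G5.2b in each. The *hpl-2* probes were well above background on all 8 arrays, so the check is weaker for *hpl-2* than for *his-24*. *hpl-1* (K08H2.6, chromosome X, 1 probe) was not well above background on the 2 arrays of *hpl-1*; *hpl-2*. On the arrays labelled *hpl-1 his-24* it was at least 78.9-fold above its level in *hpl-1*; *hpl-2*, and on the arrays labelled *hpl-2*; *hpl-1 his-24* at least 67.1-fold above it. The triple mutant and *hpl-2*; *his-24*, which carries no *hpl-1* label, differed in *hpl-1* by a log2 fold change of 0.01 (standard error 0.12, adjusted p = 0.965). For *hpl-1* the check goes against the labels of 4 arrays. Below, the genotypes are named as the arrays are labelled, and triple mutant stands for that label only.

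**Figure D1:**
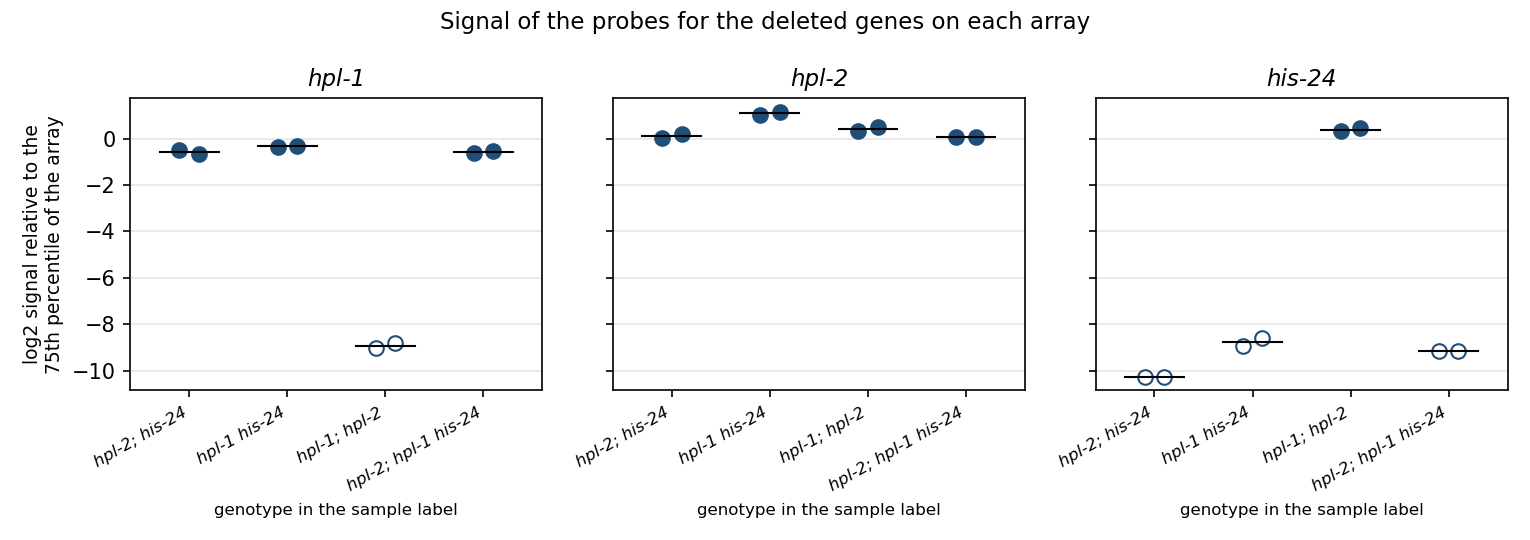
Log2 signal of *hpl-1*, *hpl-2* and *his-24* on each of the 8 arrays, relative to the array's 75th percentile (vertical axis), by the genotype in the sample label (horizontal axis). Points are arrays, open where the probe was not well above background, and bars are means of 2 arrays. The *his-24* probe was below background on the arrays labelled with *his-24*, and the *hpl-1* probe on the 2 arrays of *hpl-1*; *hpl-2* alone.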

**Figure 1:**
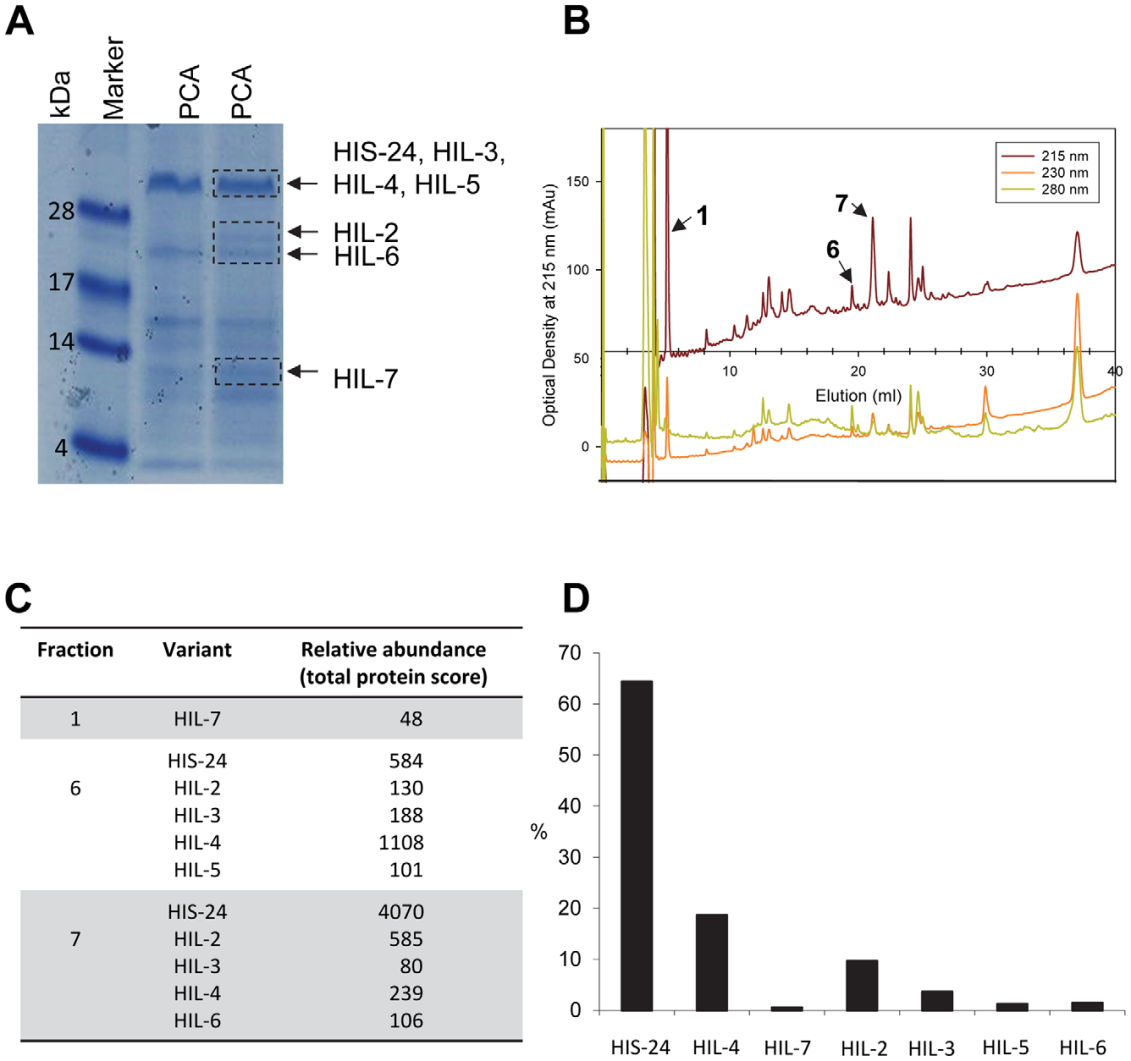
*C. elegans* H1 proteomics. (A) L4 larval stage of wild type animals were extracted with 5% PCA. The PCA extract was chromatographed on C18 column. (B) Fractions 1, 6, and 7 containing H1 were analyzed. (C) Absolute protein abundances of linker histone variants were calculated from spectral counts. The table shows the relative abundance of the variants on the basis on their protein scores (Mascot). The total protein score corresponds directly to the protein abundance, because the histones have similar masses. HIL-1 (H1.X) was found only in an HCl extract (data not shown). (D) Abundance of *C. elegans* H1 variants in percent (%).

By microarray we observed very few changes in the gene expression profiles of either single, double, or triple mutants when compared with wild type animals at L4 larval stages. Among the 16,278 target probe sets assayed, we identified only modest changes in expression of just a small number of genes (Figure 2A–2H, Table 1). The majority of genes exhibiting changes were upregulated (6.5%) in the absence of the three heterochromatin components HIS-24, HPL-1 and HPL-2, in contrast to 3.7% downregulated genes from a total of 16,278 genes analyzed (FDR<0.05) suggesting that HPL-1/-2 and HIS-24 are not global repressors of transcriptional activity (Table 1). The deletion of both *hpl-1* and *hpl-2* genes caused up-regulation of 4.5% genes and downregulation of 2.1% of a total 16,278 genes when compared to wild type (WT) animals.

**Figure 2:**
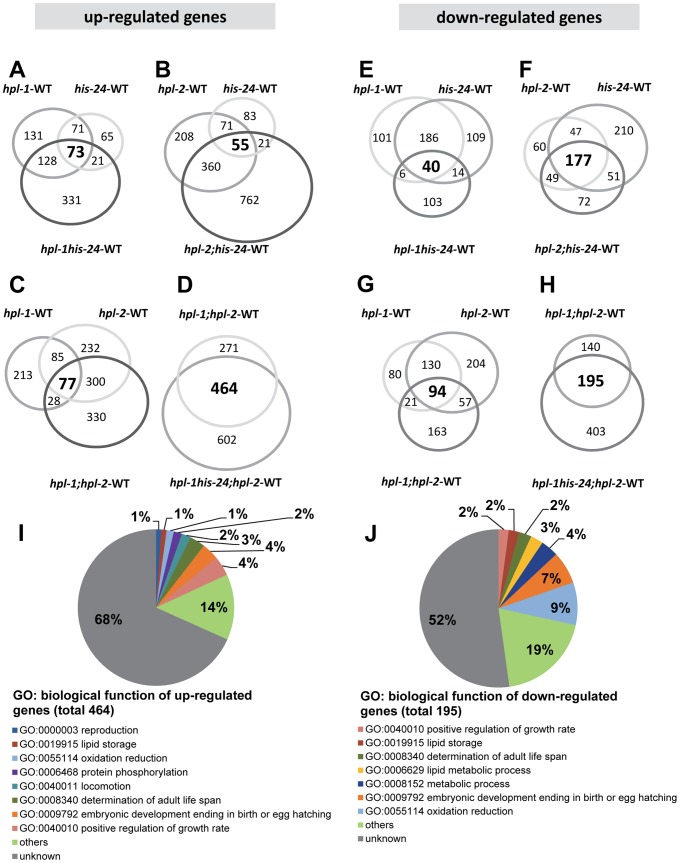
HPL and HIS-24 are not global repressors of transcriptional activity. (A–H) Venn diagrams on the basis of whole genome microarray (16278 genes) showing the extent of overlap among genes that are associated with HIS-24 and HPLs activity. Values for fold change are the average from 2 independent biological replicates (FDR<0.05; |log_2_-fold change|>1.5). WT-wild type; significant overlapping among the candidate lists - p-value<0.000001 for all pair-wise comparisons by hypergeometric tests. (I, J) Functional clusters of HPL-1, HPL-2 and HIS-24 co-regulated genes in *C. elegans*. The molecular functions and the percentage of the total for each group are indicated. Gene Ontology (GO) terms taken from WormBase (http://www.wormbase.org).

**Table 1:** Summary of agilent microarray analysis of gene expression in mutant animals versus wild type (16, 278 genes analysed).

Genotype	Up-genes (%)	Down-genes (%)
	FDR<0.05; |log_2_-fold change|>1.5 (total)	
*his-24(ok1024)*	1.4	1.9
*hpl-1(tm1624)*	2.5	2.0
*hpl-2(tm1489)*	4.2	1.9
*hpl-1(tm1624); hpl-2(tm1489)*	4.5	2.1
*hpl-1(tm1624) his-24(ok1024)*	3.4	1.0
*hpl-2(tm1489); his-24(ok1024)*	7.2	2.1
*hpl-1(tm1624) his-24(ok1024); hpl-2(tm1489)*	6.5	3.7

As previously reported, HPL-2 binds to HIS-24K14me1 through its association with HPL-1, and the heterochromatin proteins HPL-1 and HPL-2 play redundant roles in *C. elegans* development [16]–[17]. Considering these observations we compared transcriptional profiles between *hpl-2 (tm1489); hpl-1(tm1624)* double mutants and *hpl-2 (tm1489); hpl-1(tm1624) his-24(ok1024)* triple mutant animals. 

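On the arrays, 456 genes were higher and 217 lower in the triple mutant than in *hpl-1*; *hpl-2*, together 3.94% of the 17092 genes tested with limma. Of these 673 genes, 385 were well above background on all 4 arrays of the comparison and 9 on none of them. Among the alternatives tried, calling at the adjusted p alone moved the counts most, to 2003 higher and 1863 lower genes. Both genotypes were hybridized on the same pair of slides. On their 4 arrays alone, 478 genes were higher and 223 lower with the slide as a fixed block, and 474 and 221 without it. Genes higher in the triple mutant made up 67.8% of the calls, but this excess depended on dim probes and on the values used. It was 56.9% when the background was corrected with limma's normexp method, 54.6% on the authors' series matrix and 53.1% with only probes well above background on all 8 arrays. Of the 385 calls well above background on all 4 arrays, 204 were higher and 181 lower. The largest rise among genes well above background on all 4 arrays was that of *cld-1* (C32H11.9), with a log2 fold change of 7.48 (standard error 0.64, adjusted p = 0.000607). C07G1.7 followed with 5.99 and F58E2.2 with 5.33. Among genes well above background on all 4 arrays, the largest falls were those of Y45G12C.4 (-5.50), *stdh-2* (-4.96) and *hrg-11.3* (-4.94). Among the other linker histone genes, *hil-7* (C01B10.5c) was higher in the triple mutant by a log2 fold change of 0.89 (standard error 0.21, adjusted p = 0.0263). This difference depended on the arrays used, since it was 0.61 without *hpl-1*; *hpl-2* replicate 2 (adjusted p = 0.113). In the triple mutant *hil-7* was also higher than in *hpl-1 his-24*, by 1.79 (adjusted p = 0.000919), and than in *hpl-2*; *his-24*, by 1.26 (0.0038). Over the 6 comparisons, *hil-1* had the largest changes of *hil-1* to *hil-6*. These were 1.23 in *hpl-2*; *his-24* against *hpl-1*; *hpl-2* (0.00111) and -1.03 in the triple mutant against *hpl-2*; *his-24* (0.00217). Between the triple mutant and *hpl-1*; *hpl-2*, *hil-1* to *hil-6* differed by log2 fold changes between -0.32 and 0.56, none past an adjusted p of 0.05 with all 8 arrays in the fit. *hil-3*, which is on the up-regulated list of Table S1, had 0.56 (adjusted p = 0.0785) and passed under several alternatives, among them quantile normalization (0.67, adjusted p = 0.0416), the authors' series matrix (0.73, adjusted p = 0.0245) and the slide as a fixed block (adjusted p = 0.00828). With that block *hil-5* passed as well (-0.32, adjusted p = 0.0372). *hil-8* was well above background on 2 arrays only and was not tested.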

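The genes that *hpl-1*; *hpl-2* and the triple mutant have in common were counted on these arrays against *hpl-1 his-24*, the genotype without an *hpl-2* label. *hpl-1*; *hpl-2* had 840 higher and 555 lower genes than *hpl-1 his-24* by limma. The triple mutant had 955 higher and 448 lower genes in the same comparison. Called higher in both were 575 genes, which is 68.5% of the calls in *hpl-1*; *hpl-2* and 60.2% of those in the triple mutant. Called lower in both were 208 genes, or 37.5% and 46.4% of the calls, and 25 genes were called in opposite directions. Both comparisons use the same *hpl-1 his-24* arrays, which alone makes the lists overlap. In 100 simulated sets of arrays without any changed gene, lists of the same lengths shared 270.6 genes on average on the higher side (at most 298) and 135.4 on the lower side (at most 158). The overlap moved most when genes were called at the adjusted p alone, to 2326 higher and 1964 lower genes. In the other direction, the authors' series matrix values gave 217 genes higher in both.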

We found that 464 up-regulated (2.9% of 16,278) and 195 down-regulated (1.2% of 16,278) genes were commonly affected (FDR<0.05; p-value<0.000001 for all pair-wise comparisons by hypergeometric tests) (Figure 2, Table S1). 

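Among the array's identifiers, 445 are in the up-regulated list of Table S1 and 193 in the down-regulated list, and all were tested. The paper's log2 fold changes against wild type have a median of 1.80 in the first list and -1.60 in the second. Between the triple mutant and *hpl-1*; *hpl-2* the median log2 fold change of the up-regulated list was 0.07 (238 of 445 genes higher in the triple mutant; adjusted p = 0.365 from limma's camera, two-sided, over the 12 tests of the lists). This small difference passed under fry (adjusted p = 0.0319), not with the estimated inter-gene correlation (0.674), and lay at percentile 99.1 of the medians of 10000 random lists of 445 genes of like mean expression. Over the down-regulated list the median was -0.02 and the mean -0.28, with 104 of 193 genes lower (adjusted p = 0.016 from camera). That difference also passed under limma's fry (adjusted p = 0.000478), but not with an inter-gene correlation estimated from the arrays in place of camera's preset 0.01 (adjusted p = 0.0972). Against *hpl-1 his-24*, the median of the up-regulated list was 1.70 in the triple mutant, where 409 of 445 genes were higher (adjusted p = 2.06e-40). In *hpl-1*; *hpl-2* it was also 1.70, with 400 genes higher (adjusted p = 1.13e-39). *hpl-2*; *his-24* is a genotype on which the lists were not chosen, and its median was 1.66, with 368 genes higher (adjusted p = 3.52e-21). The medians of the down-regulated list against *hpl-1 his-24* were -1.15 in the triple mutant, -0.98 in *hpl-1*; *hpl-2* and -1.67 in *hpl-2*; *his-24* (adjusted p = 9.62e-29, 1.53e-23 and 1.04e-11). All 6 differences from *hpl-1 his-24* also passed under fry and with the estimated correlation, for which the largest adjusted p was 0.0185. Higher than *hpl-1 his-24* in all 3 genotypes labelled with *hpl-2* were 80.2% of the up-regulated list and 32.6% of all genes tested. For the down-regulated list, 72.5% of the genes were lower in all 3, against 26.6% of all genes. The 3 comparisons share the *hpl-1 his-24* arrays and were made across slides. The alternative that moved these medians most was the authors' series matrix, which gave -1.10 for the down-regulated list in *hpl-2*; *his-24* against *hpl-1 his-24*.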

Among the 464 up-regulated genes we identified some significantly enriched in GO terms associated with growth regulation (Fisher exact test (FET) *P* = 4×10^−6^), determination of adult life span (FET *P* = 2×10^−6^), locomotion (FET *P* = 0,003), protein phosphorylation (FET *P* = 0,04), reproduction (FET *P* = 0,05) and lipid storage (FET *P* = 0,05). 

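Table S1 assigns GO terms to its genes, and the medians below are over the genes it lists under a term. On the up-regulated list, the genes for growth (15 genes) had a median log2 fold change of 0.24 in the triple mutant against *hpl-1*; *hpl-2* and of 2.36 against *hpl-1 his-24*. For adult life span (13 genes) the medians were -0.03 and 1.63, with a mean of 0.35 in the first comparison. Locomotion (8 genes) had medians of 0.26 and 0.51, protein phosphorylation (8 genes) 0.04 and 1.83, and lipid storage (5 genes) -0.09 and 1.21. In the lipid storage group the mean, 0.20, had the opposite sign to the median in the first comparison. In *hpl-2*; *his-24* against *hpl-1 his-24* the 8 locomotion genes had a median of -0.54 and a mean of 0.35, with 4 genes in each direction. On the down-regulated list, oxidation reduction (16 genes) had a median of -0.49 in the triple mutant against *hpl-1*; *hpl-2*, with 14 of 16 genes lower (camera adjusted p = 6.28e-05). Against *hpl-1 his-24* its median was -1.94, with 16 of 16 lower (adjusted p = 8.23e-10). Metabolic process (7 genes) had medians of -0.26 and -0.93. The 5 groups of at least 10 genes were tested in the 6 comparisons, 30 tests with limma's camera in all. Of these, 18 passed after adjustment. Under fry 24 passed, including these 18, and 0 passed with an estimated inter-gene correlation. Over the alternatives tried, 17 to 19 tests passed.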

The 195 genes that are down-regulated are enriched in GO terms associated with oxidation reduction (FET *P* = 0,003), embryonic development (FET *P* = 0,002) and metabolic process (FET *P* = 0,04). We identified common response proteins including heat shock proteins (HSP-12.3, -12.6, -16.2 and -17), enzymes (cytochromes) of the P450 family involved in protection against toxins (CYP-13A12, CYP-33C4, CYP-33D3, CYP-34A2, CYP-34A4 and CYP-34A9), metabolic enzymes such as the fatty acid-coenzyme A (CoA) synthetase ACS-1 and the fatty acid/retinol binding proteins FAR-5, -7 (Table S1). Furthermore, we observed the induction of oxidative stress proteins such as glutathione *S*-transferases (GST) and genes commonly associated with increased stress resistance – for example, the mitochondrial *sod-3* superoxide dismutase gene (Table S1).

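On these arrays 26 genes for stress, lipids and DNA-binding proteins that the paper names, or for *gst* genes lists in Table S1, were tested between the mutants with limma. *mab-5*, which the paper also names from its arrays, is not in this count and is given with the Hox genes. The study chose the genes of Table S1 on arrays of this experiment, so their calls are not independent evidence. Between the triple mutant and *hpl-1*; *hpl-2*, 11 of the 26 passed an adjusted p of 0.05 over all genes, and 12 when adjusted over the list alone. These 2 genotypes share their slides, and the number depended on the arrays in the fit and on how the slide was modelled. On the 4 arrays alone, 14 passed without a block and 16 with the slide as a fixed block. With the slide as a random block over all 8 arrays, where the estimated correlation within slides was -0.23, the number was 9. It also depended on single arrays, with 6 or 7 passing without an array of either genotype, 8 without one of *hpl-1 his-24* and 15 without one of *hpl-2*; *his-24*. Passing in addition with the fixed block were *hsp-12.6* (adjusted p = 0.00881), *acs-1* (0.0287), *far-5* (0.0139), *nhr-156* (0.00447) and *miz-1* (0.0306). Of these, *hsp-12.6* (0.0103), *far-5* (0.0255) and *nhr-156* (0.0178) also passed on the 4 arrays without a block. Against *hpl-1 his-24*, 24 of the 26 passed in the triple mutant, with the same number when adjusted over the list alone. Of the 12 genes that Table S1 lists as up-regulated, 10 passed as higher and 1, *lim-7*, as lower. All 12 that it lists as down-regulated passed as lower. Of the heat shock genes, *hsp-16.2* (Y46H3A.3) was higher in the triple mutant than in *hpl-1*; *hpl-2* by a log2 fold change of 1.61 (standard error 0.11, adjusted p = 0.000277). It was higher than in *hpl-1 his-24* by 3.06 (adjusted p = 1.17e-05), and *hpl-2*; *his-24* exceeded *hpl-1 his-24* by 2.32. *hsp-12.3* (F38E11.1) and *hsp-12.6* (F38E11.2), which Table S1 lists as down-regulated, had log2 fold changes of -2.46 and -2.74 in the triple mutant against *hpl-1 his-24* and of -3.23 and -3.35 in *hpl-1*; *hpl-2* against *hpl-1 his-24*. Between the triple mutant and *hpl-1*; *hpl-2* they differed by 0.77 and 0.61, past the threshold with all 8 arrays for *hsp-12.3* alone (adjusted p = 0.0327). Without the triple mutant's replicate 1 that value was 0.60 (adjusted p = 0.141). *hsp-17* (F52E1.7b) was higher in the triple mutant than in *hpl-1 his-24* by 0.80 (adjusted p = 0.00291) and differed from *hpl-1*; *hpl-2* by -0.04 (adjusted p = 0.826).
Of the cytochrome P450 genes, *cyp-34A2* (T10H4.11) and T09H2.1, which Table S1 names *cyp-34A4* and the reference annotation *dach-1*, were higher in the triple mutant than in *hpl-1 his-24* by 2.03 and 1.16. *cyp-34A9* (B0213.15), *cyp-33D3* (Y17D7A.4), *cyp-13A12* (F14F7.3) and *cyp-33C4* (F44C8.1) were lower, by log2 fold changes of -2.11, -1.07, -0.97 and -0.79. The change of *cyp-13A12* passed the threshold with all 8 arrays but not without *hpl-1 his-24* replicate 1 (adjusted p = 0.0747). Between the triple mutant and *hpl-1*; *hpl-2*, *cyp-33D3* had a log2 fold change of -1.03 (adjusted p = 0.00431), *cyp-34A2* of 0.68 (0.00419) and *cyp-34A4* of -0.67 (0.0112). The last of these did not pass without *hpl-1*; *hpl-2* replicate 1 (-0.58, adjusted p = 0.0625). The other cytochrome genes differed by -0.31 to 0.04 in this comparison. *acs-1* (F46E10.1.2) was lower in the triple mutant than in *hpl-1 his-24* by a log2 fold change of -0.80 (adjusted p = 0.0026). *far-7* (K01A2.2a) was lower in the triple mutant than in *hpl-1*; *hpl-2* by -1.41 (standard error 0.11, adjusted p = 0.000387) and lower than in *hpl-1 his-24* by -3.11. *far-5* (F15B9.3) differed by 0.45 and 0.19 in these comparisons, with adjusted p of 0.0523 and 0.278. The first of these passed under several alternatives, among them the slide as a fixed block.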

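The glutathione *S*-transferase genes listed as up-regulated in Table S1 differed in size of change between the mutants. *gst-38* (F35E8.8) was higher in the triple mutant than in each double mutant, with a log2 fold change of 1.77 against *hpl-1*; *hpl-2* (standard error 0.16, adjusted p = 0.000663 from limma), 2.47 against *hpl-1 his-24* (8.01e-05) and 1.96 against *hpl-2*; *his-24* (0.000325). *gst-4* (K08F4.7) had a log2 fold change of 1.41 in the triple mutant against *hpl-1 his-24* (adjusted p = 0.00271) and *gst-20* (Y48E1B.10) of 1.20 (0.000428). *gst-24* (F37B1.1) was lower in the triple mutant than in *hpl-1*; *hpl-2* by -0.54 (adjusted p = 0.044), which was -0.38 (adjusted p = 0.207) without the triple mutant's replicate 2. Against *hpl-1 his-24* its log2 fold change was -0.35 (adjusted p = 0.101). *sod-3* (C08A9.1) was higher in the triple mutant than in *hpl-1*; *hpl-2* by 1.64 (standard error 0.17, adjusted p = 0.00129). In *hpl-1*; *hpl-2* itself it was lower than in *hpl-1 his-24* by -1.08 (adjusted p = 0.00343). The difference in *sod-3* between the triple mutant and *hpl-1 his-24* was 0.56 (adjusted p = 0.0377), and it did not pass with any single array of these 2 genotypes left out.

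**Figure D2:**
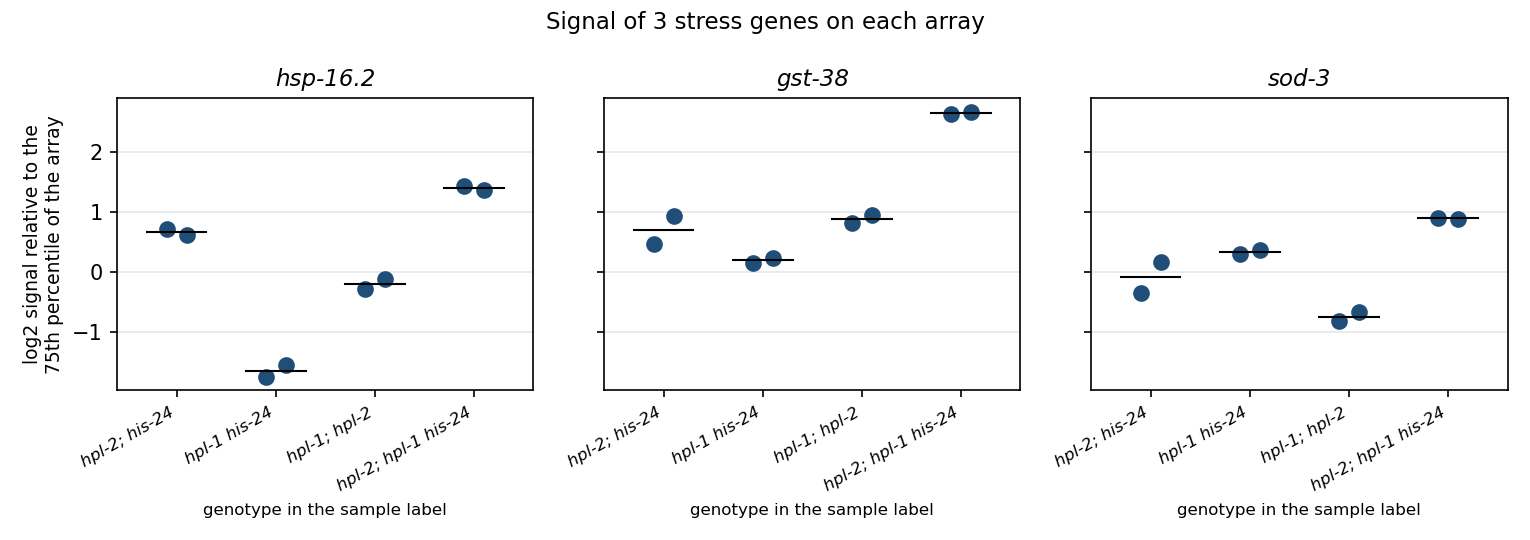
Log2 signal of *hsp-16.2*, *gst-38* and *sod-3* on each of the 8 arrays, relative to the array's 75th percentile (vertical axis), by the genotype in the sample label (horizontal axis). Points are arrays and bars are means of 2 arrays. The arrays of the triple mutant are the highest for each of the 3 genes.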

In conclusion, deletion of the different HPL variants and HIS-24 caused an alteration in the expression of a limited number of genes, different in each HPL variant and HIS-24. 

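The number of genes that differed by limma depended on the pair of mutants compared. The triple mutant had 955 higher and 448 lower genes than *hpl-1 his-24*, 8.21% of the genes tested, and 1607 higher and 255 lower genes than *hpl-2*; *his-24*, 10.9%. Of the calls against *hpl-1 his-24*, 68.1% were on the higher side, but 51.7% with normexp background correction and 50.8% on the authors' series matrix. *hpl-1*; *hpl-2* and *hpl-1 his-24* differed in 8.16% of the genes. *hpl-2*; *his-24* had 1165 higher and 1661 lower genes than *hpl-1 his-24*, 16.5%, and 421 higher and 950 lower genes than *hpl-1*; *hpl-2*, 8.02%. Of the calls between the triple mutant and *hpl-2*; *his-24*, 86.3% were on the higher side, and 69.9% after quantile normalization. Of those between *hpl-2*; *his-24* and *hpl-1*; *hpl-2*, 30.7% were on the higher side, and 47.7% after quantile normalization. Quantile normalization moved the median log2 fold change of all genes from -0.00 to -0.10 in the first of these comparisons and from -0.04 to 0.03 in the second. Each comparison with *hpl-2*; *his-24* is also one between its single slide and 2 others, and between 2 scan days. The fit used 1 spread per gene for all genotypes, although the replicates of *hpl-2*; *his-24* differed most. A plain test of each gene called 31 genes between the triple mutant and *hpl-2*; *his-24*. It called 11 between *hpl-2*; *his-24* and *hpl-1*; *hpl-2*, and 1282 between *hpl-2*; *his-24* and *hpl-1 his-24*. The genes named next had the largest changes among called genes well above background on all 4 arrays of a comparison. Between the triple mutant and *hpl-2*; *his-24* these were *col-137* (7.36), *col-81* (7.32) and *col-120* (7.17) on the higher side. On the lower side they were *clec-258* (-5.12), *argk-1* (-4.81) and *hrg-11.3* (-4.50). Against *hpl-1 his-24*, Y49G5A.1 (6.61), *nlp-4* (5.81) and F56A4.3 (5.52) rose most in the triple mutant, and *lipl-3* (-6.35), C23G10.11 (-6.26) and Y38E10A.9 (-5.81) fell most. In *hpl-1*; *hpl-2* against *hpl-1 his-24* these were F57G4.1 (5.44), *srx-70* (5.04) and *fbxa-43* (4.96), and *col-164* (-5.95), *fip-1* (-5.58) and Y67D8C.6 (-5.54). In *hpl-2*; *his-24* against *hpl-1 his-24*, *lips-11* (6.39), F26F2.1 (5.59) and *nlp-4* (5.52) rose most, and *col-81* (-8.77), *cyp-35A3* (-7.59) and *grl-23* (-7.56) fell most. In *hpl-2*; *his-24* against *hpl-1*; *hpl-2* these were *scl-20* (6.45), *argk-1* (5.79) and *clec-12* (4.79), and *cyp-35A3* (-8.47), *clec-9* (-7.80) and *cyp-35A4* (-7.60).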

Most of the genes are affected by a single HPL variant and HIS-24, supporting the theory that HPL isoforms or HIS-24 play specific roles in gene expression. Nonetheless, a proportion of genes are altered by more than one HPL variant as well as HIS-24, suggesting redundant roles for HIS-24 and HPL variants, and for HPL-1/-2 may also exist.

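Calls made against *hpl-1 his-24* were compared between the 3 genotypes labelled with *hpl-2*. Of the 1617 genes called higher in at least 1 of them, 765 (47.3%) were called in 1 genotype only. These were 220 genes in the triple mutant, 148 in *hpl-1*; *hpl-2* and 397 in *hpl-2*; *his-24*. Of the 1864 genes called lower in at least 1, 1249 (67.0%) were called in 1 only, of which 1069 were called in *hpl-2*; *his-24*. The 3 comparisons share the *hpl-1 his-24* arrays. In 100 simulated sets of arrays without any changed gene, lists of the same lengths had 72.2% of the higher and 78.8% of the lower genes in 1 list only, on average. A gene called in 1 genotype and not in another was not tested for a difference between them by this count.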

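All 3 genotypes labelled with *hpl-2* shared 491 genes called higher than in *hpl-1 his-24*, 30.4% of the genes higher in any of them, and 188 of these are in the up-regulated list of Table S1. They shared 185 genes called lower, 9.93% of those lower in any, of which 46 are in the down-regulated list. The shared *hpl-1 his-24* arrays alone make such lists overlap. In the simulated arrays without any changed gene, lists of the same lengths had 145.1 genes in common on the higher side on average (at most 178) and 92.8 on the lower side (at most 113). The paper reads the genes altered by more than 1 HPL variant as a sign that redundant roles may exist.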

### HIS-24 acts synergistically with HPL proteins to allow normal reproduction, somatic gonad development, and vulval cell fate decisions

In parallel to microarray analysis we investigated the biological role of HIS-24 and HPL proteins in *C. elegans*. For morphological defects we scored *hpl-1(tm1624) his-24(ok1024)*, and *hpl-2(tm1489); his-24(ok1024)* double mutants as well as *hpl-2(tm1489); hpl-1(tm1624) his-24(ok1024)* triple mutant animals. In particular, we focused on germline nuclei morphology, hermaphrodite vulval development and the somatic patterning of the male tail since these tissues are known to be affected by mutations in chromatin factors, and HPL-2 influences vulval cell fate specification in the synMuv (synthetic multivulva) pathway [14]–[15], [27]. We found that the deletion of *hpl-2(tm1489)* together with *his-24(ok1024)* results in synergistic non-lethal defects of vulval cell fate specification (everted vulva, multivulva) and sterility at 21°C, and at 25°C (Table 2). While the observed phenotypic effects at 21°C were minor in contrast to the situation at 25°C, it is tempting to speculate that the effects can be also modulated through unknown mechanisms, environmental cues (temperature), which in itself may also lead to significant side-effects. Additionally, decreased brood sizes were observed in *hpl-2(tm1489); his-24(ok1024)* double and *hpl-2(tm1489); hpl-1(tm1624) his-24(ok1024)* triple mutant animals grown at 21°C (Figure 3). The brood size of the *hpl-2(tm1489); his-24(ok1024)* was strongly decreased by 35% of wild type worms, and was further decreased to about 50% in the *hpl-2(tm1489); hpl-1(tm1624) his-24(ok1024)* triple mutant animals (Figure 3). These results were consistent with our microarray data analysis that revealed differential expression of genes involved in the embryonic development or reproduction (Table S1). Furthermore, we observed several defects in the morphology of the somatic gonad of *hpl-1(tm1624) his-24(ok1024)* double mutant animals grown at 21°C. In wild type, single mutant and *hpl-2(tm1489); his-24(ok1024)* double mutant the gonad arms form an U-shaped structure (Figure 4A–4D). In contrast, in the double mutant *hpl-1(tm1624) his-24(ok1024)* 25% of gonad arms (161 of 642) form a loop (Figure 4E). These results suggest that both proteins HIS-24 and HPL-1 are involved in the somatic gonad development whereas HIS-24 and HPL-2 influence vulva cell fate specification and reproduction (Table 2).

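On the arrays, 14 genes that Table S1 lists as up-regulated under embryonic development had a median log2 fold change of 0.13 in the triple mutant against *hpl-1*; *hpl-2* (camera adjusted p = 0.336). Against *hpl-1 his-24* their median was 1.71 in the triple mutant, with 13 of 14 genes higher, 1.50 in *hpl-1*; *hpl-2* and 1.31 in *hpl-2*; *his-24* (adjusted p = 3.86e-06, 3.75e-06 and 0.000465). The 13 genes that it lists as down-regulated under this term had medians of -0.41 and -0.38 in the triple mutant and in *hpl-1*; *hpl-2* against *hpl-1 his-24* (adjusted p = 0.0061 and 0.00438). In *hpl-2*; *his-24* the median of these 13 genes was 0.29, their mean -0.03, and camera gave an adjusted p of 0.827. The 5 genes listed as up-regulated under reproduction had a median of 0.06 in the triple mutant against *hpl-1*; *hpl-2*, and of 1.52, 1.14 and 1.93 in the triple mutant, *hpl-1*; *hpl-2* and *hpl-2*; *his-24* against *hpl-1 his-24*. In *hpl-2*; *his-24* their mean was -0.44, with 3 genes higher and 2 lower, so median and mean differed in sign.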

**Figure 3:**
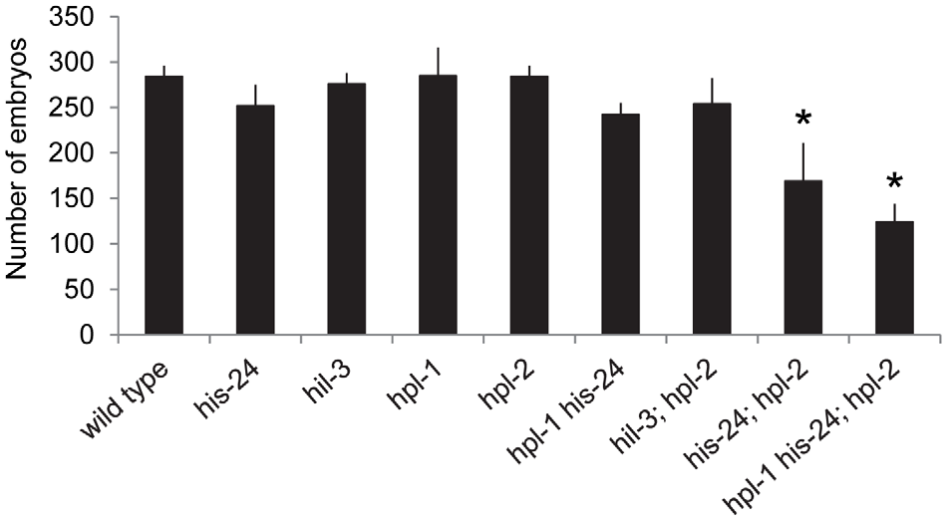
HIS-24 act synergistically with the *hpl*-genes to control brood size at 21°C. Number of embryos (± SEM), 20 animals scored: * p<0.0001, vs. wild type.

**Figure 4:**
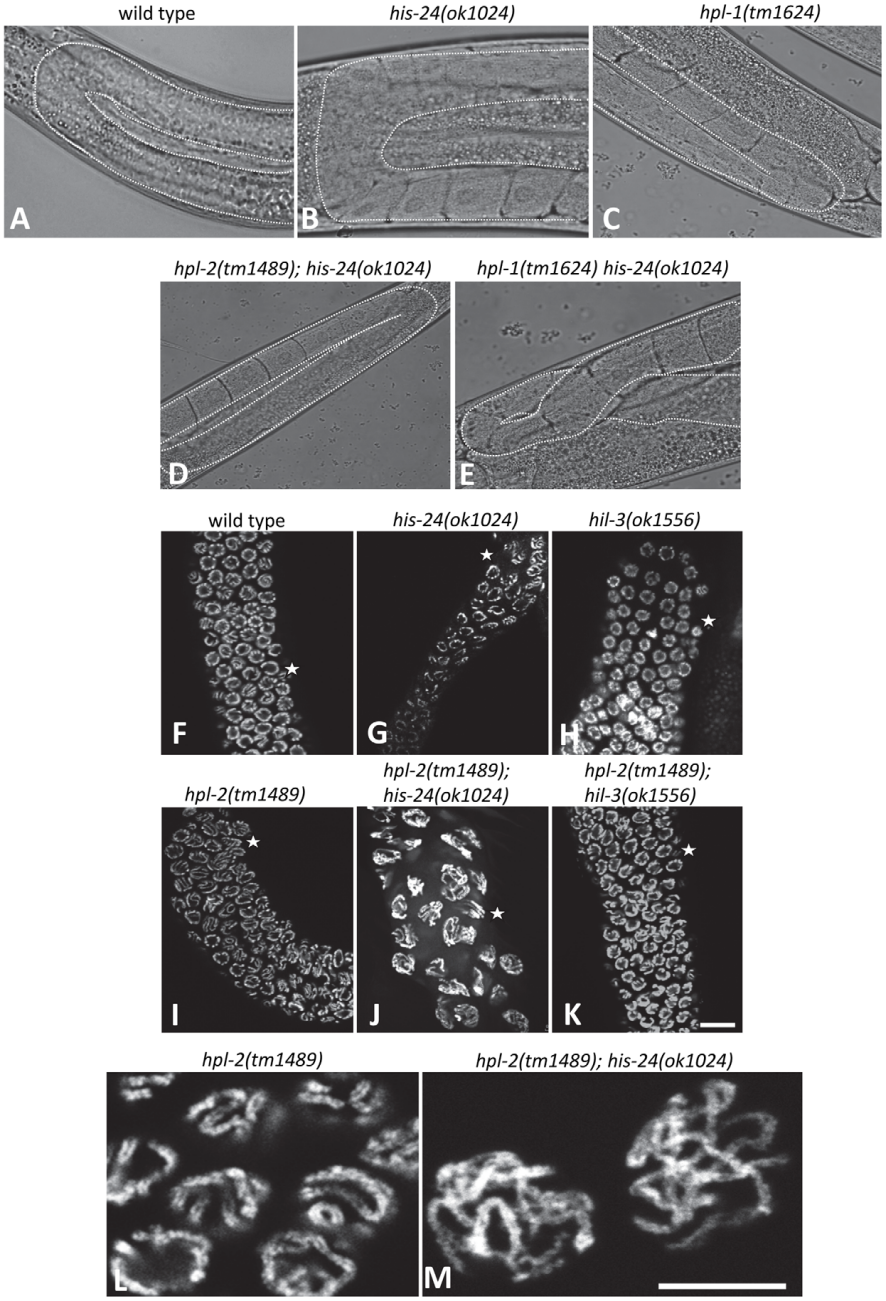
HIS-24 and HPL-1/-2 depletion results in abnormal somatic gonad development and reduction of chromatin compaction. (A–D) Normal U-shaped form of gonad arm of wild type, *his-24* or *hpl-1* single, and *hpl-2; his-24* double mutants. (E) *hpl-1his-24* mutant animal demonstrates aberrant loop form of gonad arm. (F–K) DAPI stained gonad arms of *his-24*, *hil-3* or *hpl-2* single and *hpl-2; his-24* or *hpl-2; hil-3* double mutants. Stars point to pachytene stage germ nuclei. Scale bar: 10 µm. (L, M) Morphology of pachytene stage nuclei of the germ line of *hpl-2* mutant animals compared to the nuclei of *hpl-2; his-24* double mutants. Scale bar: 7.5 µm.

**Table 2:** Genetic interaction of *hpl-1*, *hpl-2*, and *his-24*.

Genotype	% sterility		% multivulva		% everted vulva	
	at 21°C	at 25°C	at 21°C	at 25°C	at 21°C	at 25°C
wild type	0 (320)	0 (330)	0 (320)	0 (330)	0 (320)	0 (330)
*his-24(ok1024)*	7 (257)	8 (235)	0 (257)	0 (235)	0 (257)	0 (235)
*hpl-1(tm1624)*	0 (401)	0 (420)	0 (401)	0 (420)	0 (401)	0 (420)
*hpl-2(tm1489)*	5 (356)	66 (424)	5 (356)	22 (424)	0 (356)	32 (424)
*hpl-1(tm1624) his-24(ok1024)*	0 (321)	0 (326)	0 (321)	0 (326)	0 (321)	2 (326)
*hpl-2(tm1489); his-24(ok1024)*	11 (881)	88 (528)	9 (881)	28 (528)	12 (881)	62 (528)
*hpl-1(n4317);hpl-2(tm1489)*	0 (453)	L2/L3 arrest	4 (453)	L2/L3 arrest	5 (453)	L2/L3 arrest
*hpl-1(tm1624) his-24(ok1024); hpl-2(tm1489)*	11 (729)	L2/L3 arrest	12 (729)	L2/L3 arrest	28 (729)	L2/L3 arrest

The mutant animals show temperature sensitive phenotypes.

### HIS-24 and HPL-2 are required for chromatin compaction

Since HPL-2 and HIS-24 are required for germline development and for the chromatin based germline-specific silencing mechanism [14]–[15], [26], we asked whether they influence the structure of nuclei. In-depth analysis revealed that the germline nuclei of *hpl-2(tm1489)*; *his-24(ok1024)* double mutants differ in size and morphology when compared to single mutants or to wild type worms grown at 21°C (Figure 4F–4I, 4L). The observed chromatin of 86% of gonad arms (36 of 42) had a more open, relaxed structure suggesting that HIS-24 and HPL-2 play a function in chromatin condensation in the germline (Figure 4J, 4M). To assess the specific requirements for HIS-24 among the H1 isoforms, we also tested *hpl-2(tm1489)*;*hil-3(ok1556)* double mutant strain to determine if the observed changes in the chromatin compaction is linker histone variant specific (Figure 4K). As shown, loss of *hpl-2* and linker histone variant *hil-3* did not cause defects in chromatin compaction in contrast to *hpl-2*; *his-24* strain. In addition, we also did not observe involvement of HPL-2 and HIL-3 on brood size (Figure 3).

To determine if the loss of HIS-24 and HPL proteins also influence chromatin histone modifications as well as core histone H3 level, we performed western blot analysis of mutant animals. No gross changes were observed in the methylation and core histone H3 levels using antibodies directed against H3K9me3, H3K27me3, and H3 (Figure S1). In addition, we did not detect changes in chromatin modification marks on a cellular level by immunofluorescence (data not shown) indicating that the observed effects of chromatin compaction are not correlated with alterations of histone modifications in *hpl-2(tm1489); his-24(ok1024)* double mutant animals.

### Mutations in *his-24* and *hpl-2* cause male tail defects

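Expression of 8 genes for nuclear receptors and other DNA-binding proteins was compared between the mutants with limma. In the triple mutant against *hpl-1 his-24*, *zip-8* (F23F12.9a) had a log2 fold change of 1.57 (standard error 0.12, adjusted p = 0.000173) and *madf-2* (F36D1.1) of 1.44 (adjusted p = 7.01e-05). *lim-7* (C04F1.3) was lower, with -1.62 (standard error 0.23, adjusted p = 0.00203), and it was lower than in *hpl-1 his-24* in *hpl-1*; *hpl-2* (-1.20) and in *hpl-2*; *his-24* (-1.53) as well. This is opposite to Table S1, which lists *lim-7* as up-regulated, though its values are against wild type. *nhr-156* (C17E7.1) had a log2 fold change of -1.43 in the triple mutant (adjusted p = 0.00546) and of -3.25 in *hpl-2*; *his-24* (0.0001). *nhr-60* (F57A10.5) fell in the triple mutant by 1.09 on the log2 scale (adjusted p = 0.000333) and *ceh-82* (F45C12.2) by 0.87 (0.00244). *miz-1* (R13.4) and *zip-3* (W07G1.3) had log2 fold changes of -0.56 and -0.49, past the threshold with all 8 arrays (adjusted p = 0.0425 and 0.0305) but not with any single array of the 2 genotypes left out. Between the triple mutant and *hpl-1*; *hpl-2*, *madf-2* had a log2 fold change of -0.49 (adjusted p = 0.0112, and 0.0574 without the triple mutant's replicate 1) and *nhr-60* of 0.39 (0.0346, and 0.128 with normexp background correction). The other 6 genes differed in that comparison by log2 fold changes between -0.67 and 0.01. Of these 6, *nhr-156* passed under several alternatives, with an adjusted p of 0.0145 on the authors' series matrix, and *ceh-82* passed after quantile normalization (adjusted p = 0.0426). *miz-1* (-0.42) passed with the slide as a fixed block (adjusted p = 0.0306) and without either replicate of *hpl-2*; *his-24* (0.0468).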

Loss of *hpl-1*, *-2* and *his-24* function results in changes of transcriptional regulation of genes encoding nuclear hormone receptor family genes (*nhr-60*, *nhr-156*), transcription factors (*miz-1*, *zip-3*, *zip-8*, *madf-2*), homeobox *ceh-82* and homeodomain *lim-7* genes (Table S1). Moreover, *hpl-2* regulates *lin-39* Hox gene expression in vulval precursor cells (VPCs) [27]. Therefore we tested whether *hpl-1*, *-2* and *his-24* genes are involved in the regulation of Hox gene expression during the somatic patterning of the male tail.

The wild type male tail possesses nine pairs of bilateral sensory rays that function in locating and mating with hermaphrodites. Normally, the posterior hypodermal blast cells V5 and V6 produce six pairs of rays (ray 1 to ray 6), while the blast cell T gives rise to the three rays (rays 7–9) [23]–[25]. We found that mutations in both *his-24* and *hpl-2* (37%, 51 of 73 males with defected rays) as well as in *his-24*, *hpl-1* and *hpl-2* (83%, 76 of 107 males with defected rays) cause abnormalities in patterning of blast cells V that result in fused and atypical (under-developed) rays, while the single and *hpl-1; hpl-2* and *hpl-1 his-24* double mutations have normal development of rays (Table S2, Figure 5A–5E, 5G). Although *hpl-1* mutation alone or in combination with *his-24* or *hpl-2* had no visible effect on the male tail at 21°C (Figure 5C, 5G–5H), it appeared to be partially redundant in combination with *hpl-2* and *his-24* double mutations. As Figure 5J and Table S2 show, the number of under-developed rays is significantly increased (up to 42%, 39 of 107 males) in the *hpl-2(tm1489); hpl-1(tm1624) his-24(ok1024)* triple mutant compared to the *hpl-2(tm1489); his-24(ok1024)* double mutant males (13%, 18 of 73 males) (Figure 5I). This synergism suggests that *hpl-1* only in combination with *his-24* and *hpl-2* plays functions in the patterning of the male tail. We also tested *hil-3; hpl-2* double mutant animals for the mail tail phenotype. We did not observe any defects in the patterning of the male tail of *hil-3; hpl-2* double mutant animals in contrast to *hpl-2*; *his-24* animals suggesting that HIS-24 (in combination with HPL-2) specifically affects the patterning of the mating structures in *C. elegans* (Figure 5F–5I).

**Figure 5:**
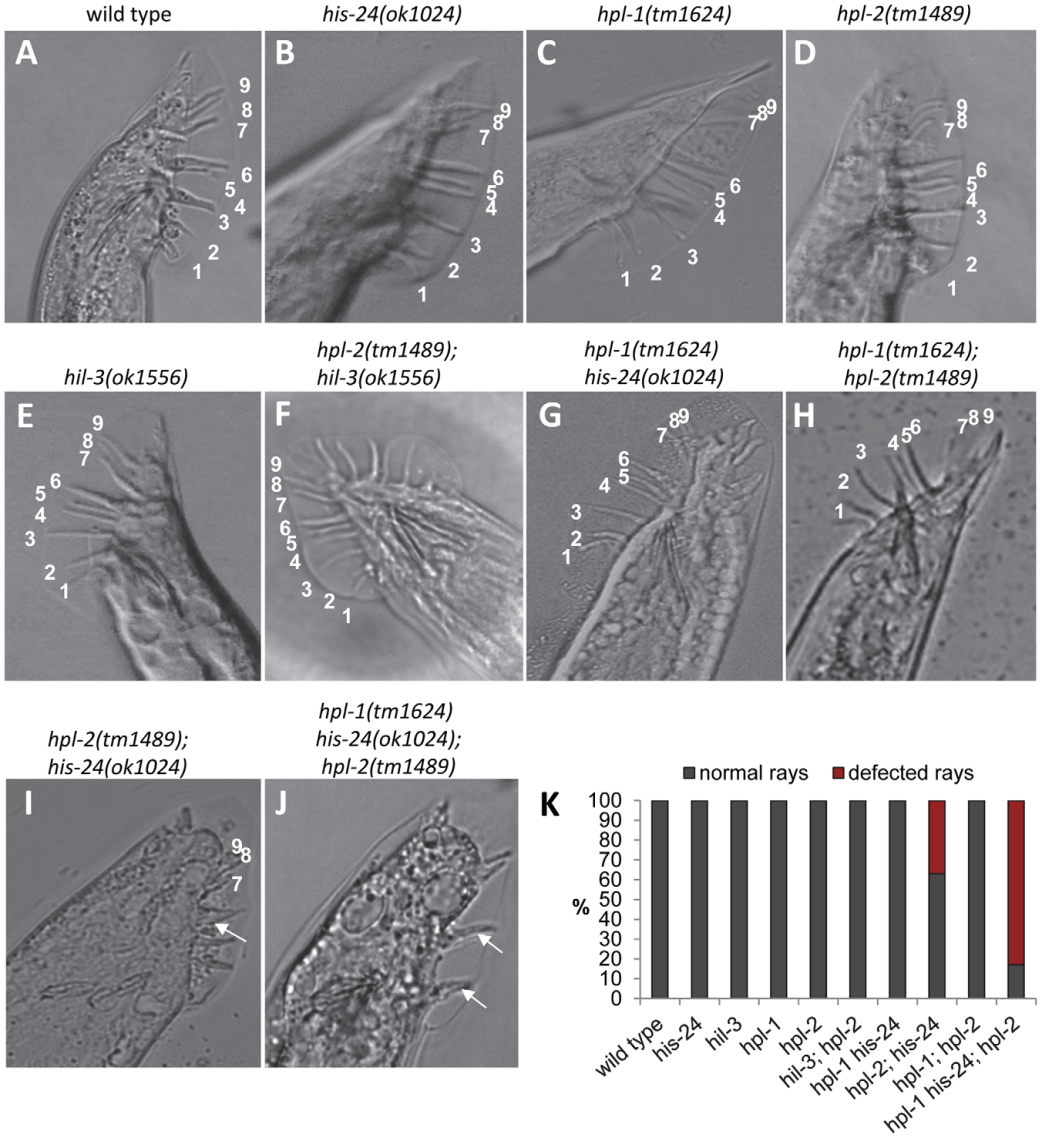
*his-24* and *hpl-2* genes are involved in proper postembryonic development of male-specific structures. (A–F, I–J) All nine rays are formed normally in *his-24*, *hil-3*, *hpl-1* or *hpl-2* single mutants and in *hpl-1his-24* as well as in *hpl-1; hpl-2* and *hpl-2; hil-3* double mutant males. (G, H) Abnormal male tails of *hpl-2*; *his-24* and *hpl-2*; *hpl-1his-24* mutant animals. Arrows point to ray fusions. (K) Quantification of ray defects associated with single, *hpl-2; his-24* double and *hpl-1his-24; hpl-2* triple mutations. The animals were growing on *him-14* (high incidence of males) feeding plates at 21°C.

### HIS-24 and HPL-2 are required for inhibiting the ectopic expression of *mab-5* and *egl-5* Hox genes

In agreement with previous observations we analyzed the ability of *his-24*, *hpl-1* and *hpl-2* genes to regulate *mab-5* and *egl-5* expression [28]–[29]. 

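The arrays measured RNA from pools of animals and are compared here between mutants. The paper's ectopic expression of *mab-5* and *egl-5* was seen with reporters in males, and its raised EGL-5 protein in males, each against wild type. The values below do not test those results. The Hox gene *mab-5* (C08C3.3) was well above background on all 8 arrays. In the triple mutant it differed from *hpl-1*; *hpl-2* by a log2 fold change of 0.12 (standard error 0.18, adjusted p = 0.666 from limma) and from *hpl-1 his-24* by 0.09 (adjusted p = 0.705). It was higher in the triple mutant than in *hpl-2*; *his-24* by 0.65 (adjusted p = 0.0249), a difference of 0.46 (adjusted p = 0.0569) after quantile normalization and of 0.64 (adjusted p = 0.0965) without the triple mutant's replicate 1. In *hpl-2*; *his-24* it was lower than in *hpl-1 his-24* by a log2 fold change of -0.55 (adjusted p = 0.0334) and lower than in *hpl-1*; *hpl-2* by -0.53 (0.0478), and these did not pass after quantile normalization (0.0791 and 0.0955). With only the 4 arrays of a comparison in the limma fit, neither passed (0.105 and 0.124). The difference between the triple mutant and *hpl-2*; *his-24* did not pass in that setting either (0.0836). *egl-5* (C08C3.1b) has 2 probes that disagreed. With the brighter probe, it was higher in the triple mutant than in *hpl-1*; *hpl-2* by 0.62 (adjusted p = 0.0395), and with the mean of the probes by 0.34 (adjusted p = 0.0998). It was also higher in *hpl-2*; *his-24* than in *hpl-1*; *hpl-2*, by 0.94 (adjusted p = 0.00458). With the mean of the probes that difference was 0.30 (0.089). In *hpl-2*; *his-24* against *hpl-1 his-24*, the brighter probe gave 0.30 (0.149) and the mean of the probes -0.39 (0.0324). After quantile normalization the brighter probe gave 0.41 (0.0467) in that comparison, and 0.47 (0.0695) in the triple mutant against *hpl-1*; *hpl-2*. Between the triple mutant and *hpl-1*; *hpl-2*, *lin-39* (C07H6.7.1) differed by -0.42 (adjusted p = 0.0279), which did not pass with any 1 of the 8 arrays left out other than those of *hpl-2*; *his-24*. In the same comparison *ceh-13* (R13A5.5) differed by -0.03 (adjusted p = 0.875). *ceh-13* was higher in *hpl-2*; *his-24* than in *hpl-1 his-24* by 0.82 (adjusted p = 0.000973), with 0.50 in the triple mutant and 0.53 in *hpl-1*; *hpl-2*. In the triple mutant that difference had an adjusted p of 0.0126, and of 0.0746 without *hpl-1 his-24* replicate 1.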

Interestingly, these two Hox genes are required for V ray development [23] and *mab-5* was slightly up-regulated in our microarray analysis of *hpl-2(tm1489); hpl-1(tm1624) his-24(ok1024)* mutant animals (data not shown).

We compared expression of *egl-5::gfp* and *mab-5::gfp* reporter genes in wild type animals and in combination with *his-24(ok1024)*, *hpl-1(tm1624)* and *hpl-2(tm1489)* background mutations (Figure 6). We observed that *mab-5::gfp* reporter is ectopically expressed in approximately 30% of early L3 stage of *hpl-2(tm1489); his-24(ok1024)* double mutant males scored (n = 100) (Figure 6A, 6B). Altered expression of this reporter was also detected in adult males. Similarly, about 80% of L3 stage of *hpl-2(tm1489); his-24(ok1024)* double mutant males (n = 100) displayed ectopic expression of EGL-5::GFP protein in two daughters of ray precursors anterior to R4, R5 and R6 sublineages (Figure 6C–6E). We did not observe any significant enhancement of the ectopic expression of *mab-5* and *egl-5* Hox genes in *hpl-1* depleted *hpl-2(tm1489); his-24(ok1024)* double mutant animals. For the crossing with *mab-5::gfp* transgenic strain we did not use triple mutant animals due to *hpl-1 his-24; hpl-2* phenotype (sterile worms, worms with everted vulva or multivulva; Table 2).

**Figure 6:**
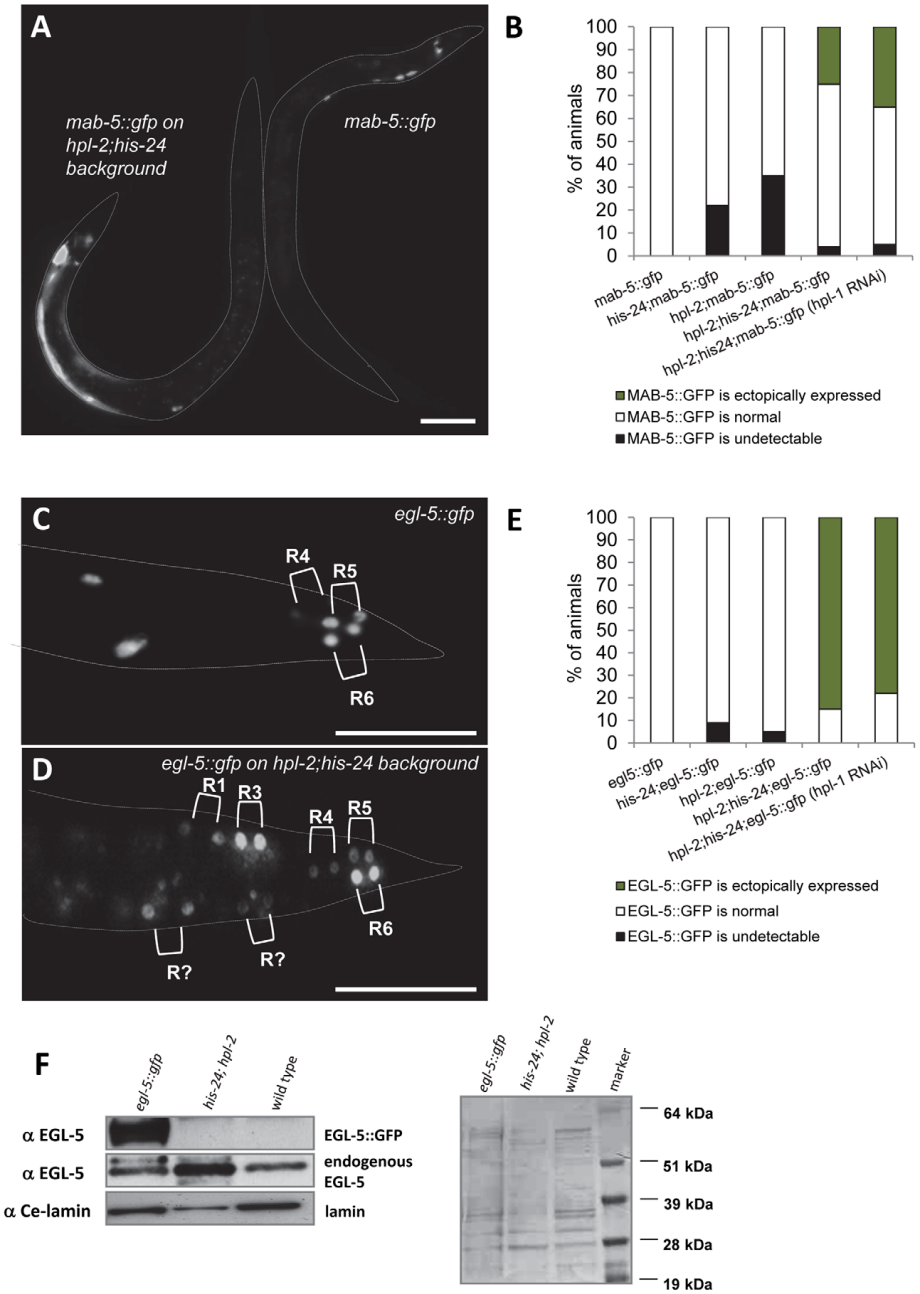
*mab-5* and *egl-5* Hox genes are ectopically expressed in *hpl-2*; *his-24* mutants. (A) A *hpl-2*; *his-24* early L3 mutant male ectopically expresses *mab-5::gfp* in hypodermal syncytium cell ((hyp7); animal on the left side). Expression of *mab-5::gfp* in a wild type early L3 male marks very few cells at the posterior (animal on the right side). Scale bar: 25 µm. (B) Quantification of progeny of single and double *hpl-2*; *his-24* mutant hermaphrodites with males carrying *mab-5::gfp* reporter versus wild type males. (C, D) In a wild type L3 male, expression of *egl-5::gfp* is limited to the daughters of the ray precursor cells R4, R5 and R6 which give rise to rays 3–6. In *hpl-2*; *his-24* L3 mutant male the reporter is expressed in additional ray sublineages. Scale bar: 25 µm. (E) Quantification of progeny of single and double *hpl-2*; *his-24* mutant hermaphrodites with males carrying *egl-5::gfp* reporter versus wild type males. (F) Western blot of protein extracts (150 males) from *C. elegans* wild type, *hpl-2*; *his-24* double mutant and *egl-5* transgenic strain probed with antibody raised against EGL-5. Anti-EGL-5 recognized the EGL-5::GFP fusion protein and endogenous EGL-5 in *egl-5::gfp* transgenic strain. Protein loading was confirmed by probing with an anti-Ce-lamin antibody and western blot stained with Ponceau S.

To verify HPL-1 depletion directly and to examine the extent of HPL-1 knockdown we tested the *hpl-1* depleted *hpl-2; his-24* mutant animals for presence of HPL-1 on the western blot. We found that *hpl-1*RNAi strongly reduces HPL-1 level compared to the controls (Figure S2).

Since mutations in *hpl-2* and *his-24* affect transgene expression in *C. elegans* [14]–[15] we assessed the expression level of the endogenous EGL-5 in *hpl-2*; *his-24* double mutant males. Western blot of *hpl-2*; *his-24* double mutant males probed with EGL-5 antibody revealed an increased level of endogenous EGL-5 protein of predicted size (26 kDa) compared to EGL-5 level of wild type *C. elegans* and *egl-5::gfp* transgenic line (Figure 6F) [29]. Altogether, these results suggest that HIS-24 and HPL-2 silence the Hox gene cluster, either by general repression of the transcriptional activity, or through a specific biochemical and structural function in Hox gene silencing.

### HIS-24 binds to *egl-5* and *mab-5* loci

Since HIS-24 and HPL-2 are required for inhibiting the ectopic expression of *mab-5* and *egl-5* Hox genes, we tested if HIS-24 and HPL-2 bind directly to their promoters *in vivo* and therefore regulate *egl-5* and *mab-5* transcription. The primer sets used for quantitative ChIP-PCR (qChIP-PCR) analysis were directed to the promoters, introns and 3′UTR regions of *mab-5* and *egl-5* genes. Remarkably, *mab-5* and *egl-5* are tightly clustered on chromosome III, suggesting that chromatin structure coordinately regulates the expression of these genes (Figure 7A). qChIP-PCR analysis revealed that HIS-24 is indeed associated with the promoters and introns of *mab-5* and *egl-5* genes (Figure 7B). In contrast, we did not see any HIS-24 binding to 3′UTR regions (Figure 7B). However they are occupied by H3 (Figure 7D). As shown, the anti-HIS-24 antibody binds with higher affinity to *egl-5* and *mab-5* genes than the anti-HIL-4 antibody, which is cross-reactive to *C. elegans* linker histone variants [14] (Figure 7C). Next, to verify the specificity of the HIS-24 binding to Hox genes, we tested the HIS-24 binding to *mab-5* gene ectopically expressed in *sor-1* background mutation. As previously reported, SOR-1 (together with SOP-2) shares many structural and functional properties with the PRC1 complex, and is involved in the global repression of *egl-5* or *mab-5* Hox gene expression [25]. As shown, we detected a significantly decreased level of HIS-24 at this region compared to the situation in wild type animals, implicating that HIS-24 enables *mab-5* transcriptional repression, thereby influencing its expression (Figure 7D). Additionally, we observed lower levels of histone H3 occupancy at the *mab-5* promoter in *sor-1* background mutation than in wild type animals, suggesting that the difference in H3 levels could be due to the nucleosome free region that forms at high levels of expression (Figure 7D). In addition, *mab-5* promoter and intron regions in the *his-24* mutant animals showed decreased enrichment of the histone H3 than in wild type animals, suggesting that binding of H3 and HIS-24 can be positively correlated at regulatory regions. In comparison, the H3 changes at 3′UTR region of *mab-5* in *sor-1* and *his-24* background mutation were relatively mild than in wild type animals (Figure 7D).

**Figure 7:**
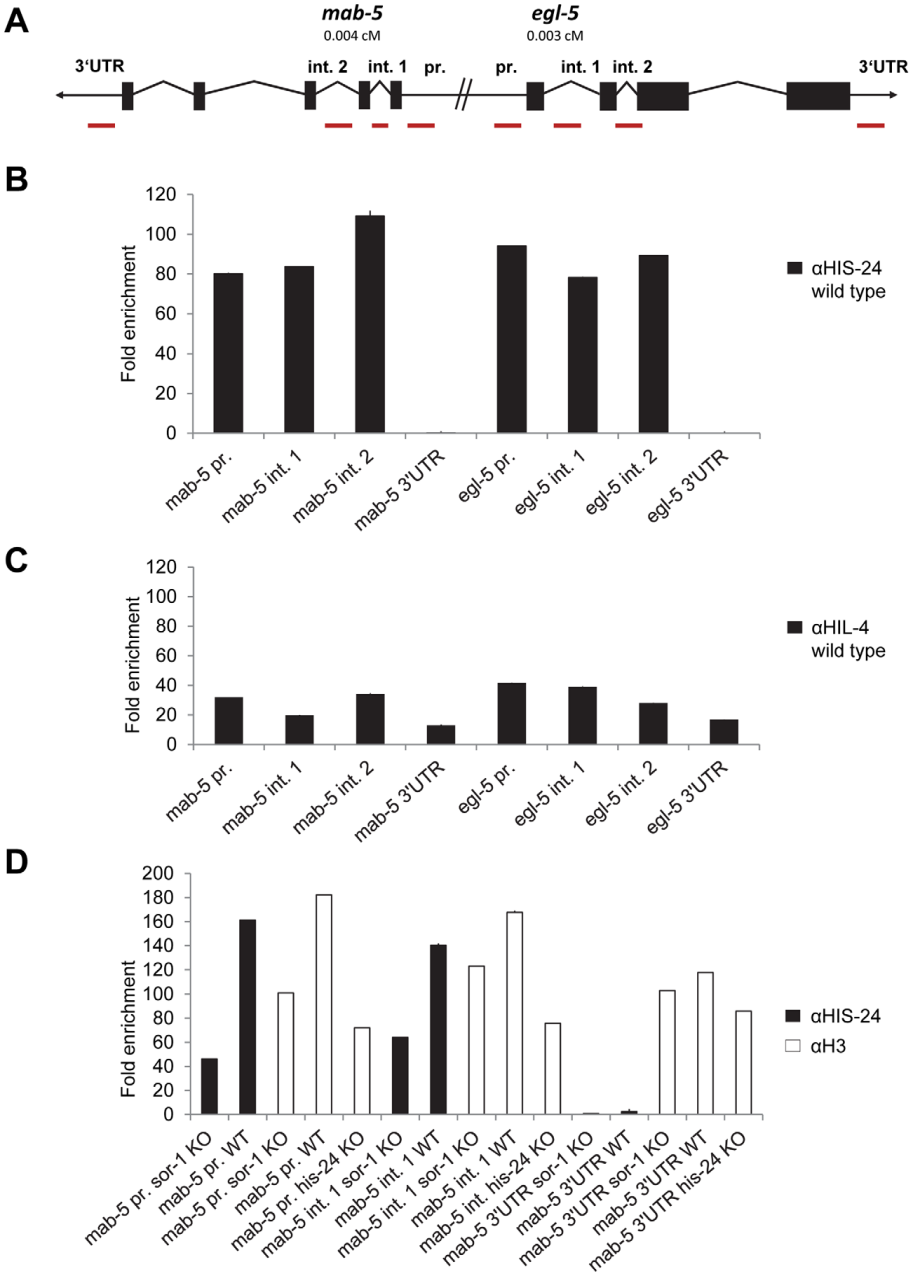
HIS-24 associates with promoters of *mab-5* and *egl-5* genes. (A) *mab-5* and *egl-5* genes are tightly clustered on chromosome III. Primer sets for qChIP-PCR are directed to the *mab-5* and *egl-5* promoters, introns and 3′UTR (red bars). (B) qChIP-PCR assay determining HIS-24 occupancy at the *mab-5*, and *egl-5* genes. The results were normalized to binding by anti-HIS-24 antibody in *his-24* mutant strains and performed in triplicates. Error bars indicate ±SD (see Table S3). (C) qChIP using anti-HIL-4 antibody and total protein isolated from wild type worms. (D) Decreased level of HIS-24 enrichment at *mab-5* using anti-HIS-24 antibody and *mab-5::gfp* transgenic strain in *sor-1* background mutation (KO) as well as wild type (WT) animals. H3 occupancy at *mab-5* loci is affected in *sor-1* and *his-24* background. In *sor-1* and *his-24* background *mab-5* is ectopically expressed in contrast to repressed *mab-5* in wild type animals. (C, D) All results were normalized to binding by control IgG antibody and performed in triplicates. Error bars indicate ±SD (see Table S3).

Unfortunately, we have failed so far to detect HPL-2 at this region using direct ChIP approach.

### HIS-24 and HPL-2 act in parallel pathway as MES-2/-3

Hox genes are transcriptionally repressed by the evolutionally conserved Polycomb group (PcG) proteins through the H3K27me3 mark in a lineage specific fashion [30]–[31]. In *Drosophila*, a member of the Polycomb group (PcG), the H3K27 histone methyltransferase E(Z) has been identified as a stable repressor of Hox genes [32]. In *C. elegans*, orthologs of the PcG chromatin repressors E(Z) and ESC, namely MES-2 and MES-6 influence expression of Hox genes and male tail development [23]. Since Polycomb group (PcG) proteins (MES-2/3/6 complex) are involved in the repression of Hox genes, we performed genetic epistasis analysis of *mes-2*- and *mes-3*-depleted triple mutant animals [23], [33]. Interestingly, *hpl-2(tm1489); his-24(ok1024)* double as well as *hpl-2(tm1489); hpl-1(tm1624) his-24(ok1024)* triple mutant males on *mes-2* or *mes-3* feeding plates showed an increased number of ectopic rays (∼2-fold) and defective rays in comparison to *mes-3*- or *mes-2* - depleted double mutant males (Figure 8A, 8C; Table S2). As shown, loss of HPL and HIS-24 together with depletion of *mes-2* or *mes-3* resulted in additive defects implying that HPL and HIS-24 act in parallel pathway as MES-2 or MES-3.

**Figure 8:**
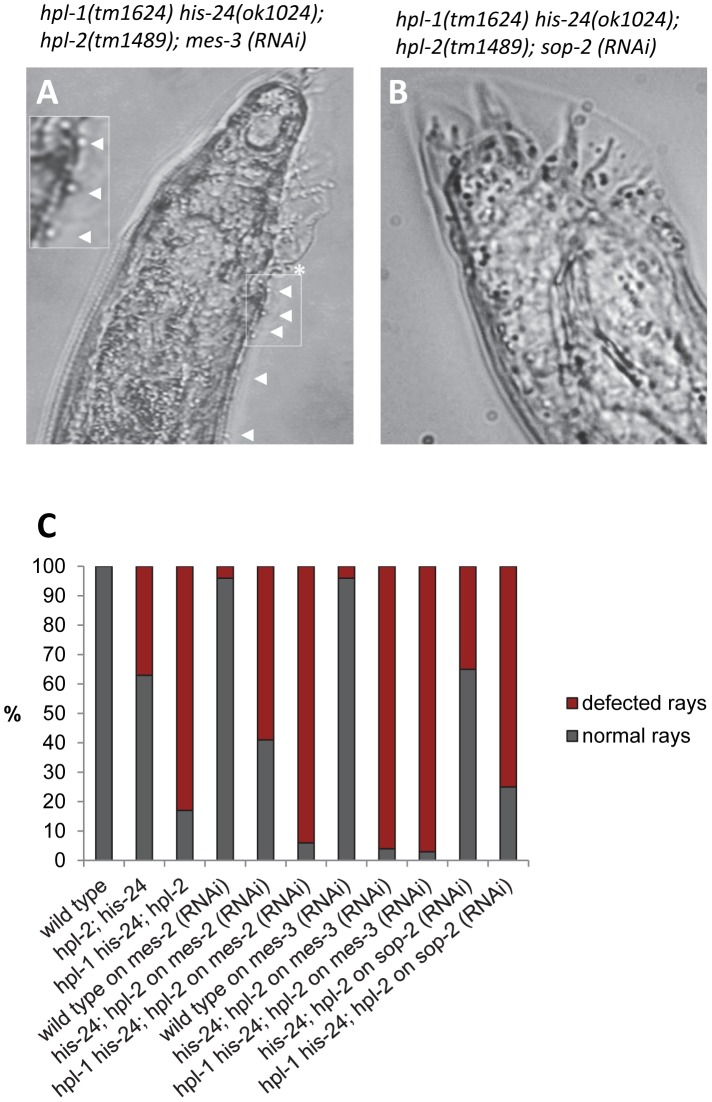
MES-2 and MES-3 enhances the number of defected rays in animals lacking *hpl-2* and *his-24*. (A) RNA interference (RNAi) of *mes-3* leads to enhancement of *hpl-2*; *hpl-1his-24* mutant male phenotype in contrast to (B) *sop-2*-depleted triple mutant animals. Ectopic rays are indicated with arrowheads and under-developed rays by a star. (C) Quantification of ray defects associated with *hpl-2; his-24* double and *hpl-2*; *hpl-1his-24* triple mutations. The animals were growing on *him-14* and *mes-2* or *mes-3* as well as *sop-2* feeding plates at 21°C. *sop-2* deletion is epistatic to *hpl-2; his-24* double mutation.

We also phenotyped *hpl-2(tm1489); his-24(ok1024)* double and *hpl-2(tm1489); hpl-1(tm1624) his-24(ok1024)* triple mutant males on *sop-2* feeding plates (Figure 8B, 8C, Table S2). As previously reported, SOP-2 forms a novel PcG-like complex that may function analogously to PRC1 in *C. elegans* and regulates expression of Hox genes [25]. Homologs of SOR-1 and SOP-2 are not found in other organisms, including even the very closely related *C. briggsae* suggesting a *C. elegans* specific mechanism on an essential global gene regulatory system [25]. Remarkably, we did not observe any influence of SOP-2 depletion in the *hpl-2; his-24* double and *hpl-2; hpl-1 his-24* triple mutant background suggesting that *sop-2* appears to be epistatic to *hpl-2; his-24* deletion.

### HIS-24K14me1 and HPL-2 bind H3K27me3 chromatin mark

Recently, we have reported that HIS-24 specifically interacts with H3K27 trimethylated and H3K27 unmodified peptides [18]. While HPL-1 and HPL-2 were able to pull down native HIS-24K14me1, and HPL-2 failed to bind either modified or unmodified HIS-24 peptides *in vitro*, we asked whether HPL-2 and HIS-24K14me1 repress the transcription of *egl-5* and *mab-5* genes by binding to H3K27me3 [16], [18].

By peptide pull down assay (PD) we observed that HIS-24K14me1 interacts preferentially with H3K27me3 peptide when compared to the unmodified, mono- or di-methylated H3K27 peptides, and conversely, native H3K27me3 binds only the methylated form of HIS-24 peptide (Figure 9A). Furthermore, we found strong preference of HPL-2 for the trimethylated form of H3K27, as well as for H3K27me2 and H3K9me2/3 as previously reported (Figure 9A) [16]. No interaction was observed between H3K9me0/1 or H3K27me0/1. We confirmed the results obtained from peptide pull down (PD) by an immunoprecipitation (IP) approach using antibodies raised against different chromatin modification marks and lysates of wild type animals (Figure 9B). Additionally, we were able to pull down native H3K27me3 using a GFP-antibody directed against GFP-tagged HPL-2 and HIS-24 (Figure 9C). As a control we used GFP expressed protein under the his-24 promoter to demonstrate the specificity of HPL-2 and HIS-24 binding to H3K27me3 (Figure 9C). To confirm that HPL-2 and HIS-24 indeed display H3K27me3 binding, we expressed HPL-2 and HIS-24 in *E. coli*. We did not detect the interaction of HPL-2 with H3K27me3 in contrast to HIS-24, suggesting that additional factors (transcription factors, RNAi machinery, post-translational modifications of HPL-2) are involved in the mediation of HPL-2 binding to H3K27me3 (Figure 9D, 9F). In the case of HIS-24 we detected strong preference for H3K27me peptides apart from H3K27me1 (Figure 9D). The differences in the binding to H3K27me3 between bacterially expressed HIS-24 and native HIS-24 can be explained by the fact that bacterially expressed proteins are not methylated and only the methylated form of HIS-24 binds specifically the H3K27me3. Finally, to exclude that the binding of HPL-2 to H3K27me3 takes place via interaction with the *C. elegans* HIS-24, we repeated the pull downs using extracts obtained from *his-24(ok1024)* mutant animals (Figure 9E). We detected a preference of HPL-2 for H3K27me3 independently of HIS-24 however this binding was reduced compared to binding of HPL-2 to H3K27me3 in the presence of HIS-24 (Figure 9B, 9E).

**Figure 9:**
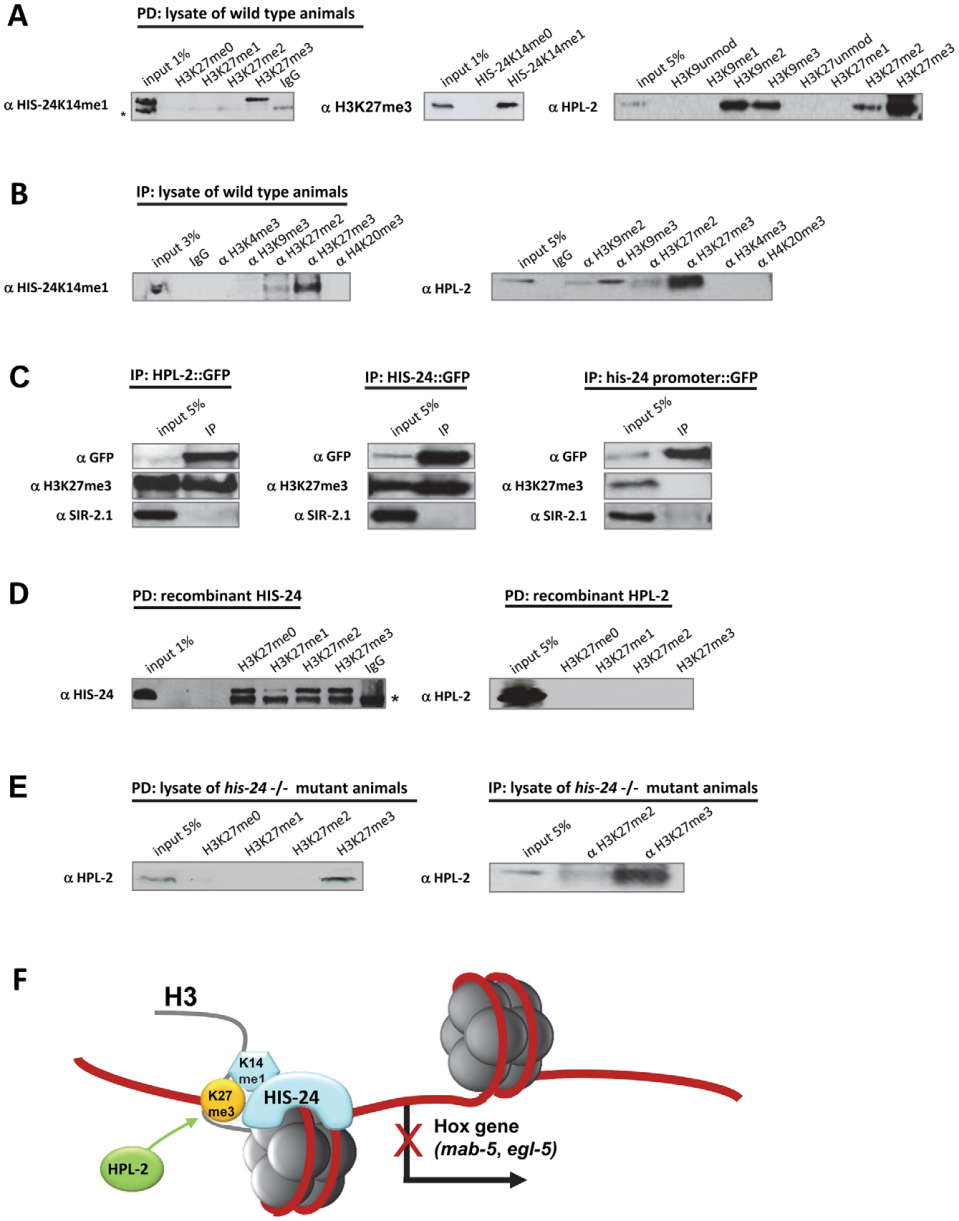
HIS-24K14me1 and HPL-2 bind to the H3K27me3 chromatin mark. (A, B) HIS-24K14me1 protein specifically recognizes H3K27me3 chromatin mark and HPL-2 binds H3K27me2/me3, and H3K9me2/me3 in peptide pulldown assay (PD) and immunoprecipitation experiment (IP). Non-specific bands are indicated by a star. (C) HPL-2::GFP and HIS-24::GFP pull down H3K27me3. In contrast, GFP under *his-24* promoter did not precipitate H3K27me3. In the bottom panel, SIR-2.1 was used as a negative control [18]. (D) Recombinant expressed HIS-24 binds H3K27me0/2/3 in contrast to HPL-2. (E) Deficiency of HIS-24 does not influence the binding of HPL-2 to H3K27me3. (F) Simplified model of HIS-24K14me1 and HPL-2 regulation of Hox gene expression. HIS-24K14me1 does not interact with HPL-2.

### HIS-24K14me1 rescues the developmental patterning of the male tail

To assess whether the methylated form of HIS-24 has a causal role in the observed changes of the male tail morphology, we generated *his-24::gfp* and *his-24K14A::gfp* transgenic worms in the *hpl-2(tm1489)*; *his-24(ok1024)* mutant background. We observed that the restoration of HIS-24 levels by expression of HIS-24::GFP rescued the male phenotype and the fused/missing rays were down nearly to zero in the transgenic line (Figure 10). Importantly, the nonmethylatable HIS-24K14A::GFP mutant failed to rescue the wild type rays development in *hpl-2; his-24* animals, suggesting that HIS-24 methylation at lysine 14 is necessary to regulate male tail development (Figure 10B, 10D, 10E). These results also imply that, at 21°C, *hpl-2* and *his-24* play a redundant role in the regulation of positional identity in the *C. elegans* males. Importantly, the analysis of transgene expression at the cellular level by immunostaining and immunoblotting of the rescued *hpl-2(tm1489)*; *his-24(ok1024)* animals verified that the exogenous HIS-24K14A::GFP mutated form was expressed at a level comparable to that in animals carrying HIS-24::GFP wild type form (Figure 10C).

**Figure 10:**
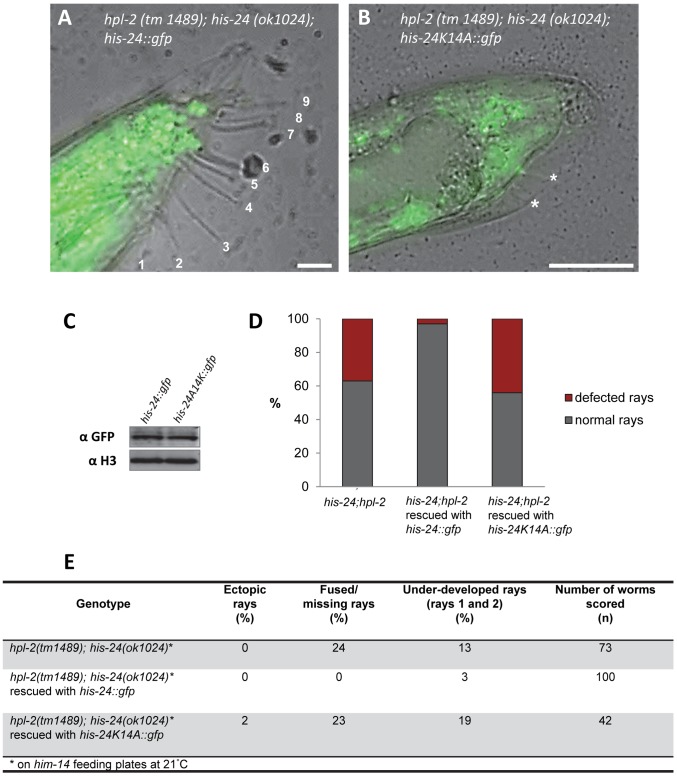
HIS-24::GFP expression in *hpl-2;his-24* double mutant animals restores normal male tail development. (A–C) The exogenous, mutated form of *his-24K14A::gfp* is expressed at the level comparable to those in animals carrying *his-24::gfp* wild type form. (A) Scale bar 10 µm. (B) Scale bar 25 µm. Stars point to under-developed rays. (D) Quantification of ray defects (E) associated with *his-24K14A::gfp* and *his-24::gfp* in *hpl-2; his-24* background mutation. The animals were growing on *him-14* feeding plates at 21°C.

## Discussion

HP1 and H1 are heterochromatin components that are believed to be associated with global repression of transcriptional activity 4–5. Surprisingly, our microarray analysis showed that H1 and HP1 play more dynamic and gene-specific roles in the roundworm *C. elegans*. They grossly affect only a few genes and can have an overlapping function in the same or parallel pathways where they regulate common target genes.

In particular, we found that HIS-24 and HPL-2 can regulate a shared target, the Hox genes. Although, the *C. elegans* homeobox genes (*egl-5*, *mab-5*) are silenced by mechanisms involving H3K27 trimethylation, we showed that the methylated form of HIS-24 and HPL-2 can also serve as essential protein components in establishing and/or maintaining the repressive chromatin state at the selected Hox genes, presumably through their binding to H3K27me3 (Figure 9F).

### Effect of HIS-24 and HPL on gene expression profile and chromatin organization

Our microarray analyses support a role of H1 and HP1 in specific gene regulation, rather than a general repressive function [34]–[36]. Despite global changes in chromatin compaction and synergism of HIS-24 and HPL in aspects of many developmental processes we observed very few and slight changes in gene expression profile of mutants when compared with wild type animals. We detected a set of shared up- and down-regulated genes by HIS-24 and HPL suggesting that redundant roles for HIS-24 and HPL also exist. The relatively small number of regulated genes in observed triple mutant animals may indicate that HPL proteins and HIS-24 serve to fine-tune the regulation of key genes during development or differentiation. This model can be explained by the fact that the sequential arrangement of the linker histone HIS-24 and HPL-2 on the chromatin fibre might influence higher-order chromatin structure and effect nucleosome positioning, and stability [36]. It is possible that the different HPL subtypes and HIS-24 confer subtle differences in the properties of the chromatin fiber which allow for quantitative modulation of gene expression [34], [35]. Although the changes in gene transcription are subtle, we think that even 1.5-fold differences in expression can contribute to the marked phenotypic consequences we observed.

### Model of transcriptional regulation of *egl-5* and *mab-5* by HPL-2 and HIS-24K14me1

We demonstrated that HIS-24K14me1, together with HPL-2, has a causal role in transcriptional silencing of *egl-5* and *mab-5*. We propose that HPL-2 and HIS-24K14me1 may serve as essential protein components in establishing and/or maintaining the repressive chromatin state at the selected Hox genes through their interactions with H3K27me3. While we did not observe any phenotypic effects on male tail development either in *hpl-2; hpl-1* nor in *hpl-1 his-24* background, we speculate that HPL-2 acts redundantly with HIS-24K14me1 to regulate the positional identity in the *C. elegans* males. Loss of the two heterochromatin components, HIS-24K14me1 and HPL-2, causes significant changes in chromatin structure affecting Hox gene expression in *C. elegans*. However, since no interaction of HPL-2 and HIS-24K14me1 was observed in immunoprecipitation experiments, it is possible that HPL-2 together with HIS-24K14me1 might be a part of the same protein group involved in the regulation of Hox gene expression. The high degree of redundancy between *his-24* and *hpl-2* in Hox gene regulation might indicate that these two proteins are the only readers acting in parallel to perform the same role in translating the effects of histone H3K27 trimethylation. However, since we have failed so far to detect HPL-2 at the Hox gene region using direct ChIP approach, it is possible that the mechanisms by which HPL-2 regulates *mab-5* and *egl-5* might be indirect, involve intermediate factors (RNAi machinery, transcription factors) and depend on an architectural level in the cellular context.

### HIS-24K14me1 and HPL-2 as a part of the PcG silencing complex

In mammals, H1 regulates Hox gene activation by promoting DNA demethylation [13]. Although *C. elegans* does not possess methylated DNA, we speculate that H1 can still influence Hox gene regulation and, together with HPL-2, regulate Hox gene expression as a part of the PcG silencing complex. The interaction of HPL-2 and HIS-24K14me1 with H3K27me3 can regulate the Hox gene in parallel pathway as MES-2 or MES-3, and can be directed to specific parts of the genome. Notably *C. elegans* HP1/HPL-2 does not follow the H3K9me2/me3 code [37]–[41] but it is sufficient to recognize, and to bind H3K27me2/me3. Remarkably, HIS-24 is required for optimal HPL-2 binding to H3K27me3 *in vivo*.

Interestingly, some PcG proteins containing a chromodomain similar to that found in *C. elegans* HPL-2 and mammalian HP1s have been shown to bind H3K27me3 [30], [42].

Overall, these and our previous results implicate that HPL and HIS-24 share some common functions even though there are differences among these proteins [16]–[17], [26]. We conclude that a combination of the H3K27me3 methylation mark, HPL-2 and HIS-24K14me1 could be a major factor in the establishment of stable patterns of selected homeotic gene expression.

## Methods

### Strains

Nematodes strains were cultured and genetically manipulated as previously described [43]. The Bristol strain (N2) was used as wild type. The following strains, obtained from the Caenorhabditis Genetics Center (CGC), were used in this study: *his-24(ok1024)*X, *hil-3(ok1556)*X (both strains outcrossed 1×), *hpl-1(tm1624)*X (outcrossed 4×), *hpl-2(tm1489)*III (outcrossed 4×). Transgenic strain (transcriptional reporter) expressing GFP under the control of the his-24 promoter was kindly provided by BC *C. elegans* Gene Expression Consortium, Canada. The double mutants *hpl-1(tm1624)*X *his-24(ok1024)*X, *hpl-2(tm1489)*III; *his-24(ok1024)*X, *hpl-2(tm1489)*III; *hil-3(ok1556)*X and the triple mutant strain *hpl-2(tm1489)*III; *hpl-1(tm1624)*X *his-24(ok1024)*X were generated by crossing. *his-24::gfp* (stable integrated EC602 strain [26]) and *his-24K14A::gfp* transgenic strains were crossed with the *hpl-2(tm1489)*III; *his-24(ok1024)*X. The generation of *his-24K14A::gfp* transgenic strain was previously described [16].

For the reporter gene analysis following transgenic strains: EM599 [*egl-5::gfp*; *him-5(e1490)*V; *lin-15B(n765)*X; *bxIs13*], OP27 [*unc-119(ed3)*III; *wgIs27*], OP54 [*unc-119(ed3)*III; *wgIs54*] and HZ111 [*mab-5::gfp*; *muIs16* II; *sor-1(bp1)/qC1 dpy-19(e1259) glp-1(q339)*III; *him-5(e1490)*V], kindly provided by CCG, were used.

The brood size was scored as previously described [14].

All *C. elegans* strains were maintained at 15°C or at 21°C, unless otherwise specified.

### Protein extraction, purification, and identification

*C. elegans* H1 extraction was performed as previously described [16].

### Immunofluorescence analysis

Worms from wild type strain and the mutant worms were fixed and stained as previously described [26]. Gonads of worms were stained with fluorescent dye 4′,6′-diamidino-2-phenylindole (DAPI) diluted 1∶1000. The slides were mounted with Vectashield Mounting Medium and analyzed by using Leica DMI 6000 microscope.

### Microarray analysis

Microarray analysis from two biological replicates was performed as previously described [16], [44]. In brief, 80 to 100 animals in L4 larval stage raised at 21°C were used. The gene expression fold change was calculated from the duplicate microarray data. The fold change cut-off was 1.5 from 2 biological replicates.

### Analysis of ray phenotypes

Abnormalities of rays were identified in single, double and triple mutant males in comparison to the wild type worms. Animals were transferred on agar pads (2% agarose) and examined with differential interference contrast (DIC), using Leica DMI 6000 microscope. The number of rays, their position in relation to the anterior-posterior body axis and their shape served as basics of the analysis. Rays which were found outside of their normal formation region were defined as ectopic.

### RNA interference (RNAi) experiments

RNAi feeding experiment was performed in 50 mm NGM feeding plates (NGM plates with 100 µg/ml ampicillin, 1 mM IPTG). *him-14* (RNAi) (CGC, USA), *hpl-1* (RNAi), *mes-2* (RNAi) and *mes-3* (RNAi) bacterial clones (Sanger Institute, UK) were grown overnight at 37°C in LB medium with 100 mg/ml ampicillin and were spotted onto 50 mm NGM plates. Mixed stage L3 and L4 mutant larval worms were transferred onto feeding plates and incubated at 21°C through several generations. Males were examined on the agar pads using Leica DMI 6000 microscope. Male progeny were scored for the presence of ectopic, under-developed rays and/or ray fusions.

### Analysis of EGL-5::GFP and MAB-5::GFP expression in the single, double, and triple mutant strains

L3 stage and adult animals from each line were mounted on the agar pads and examined under Leica DMI 6000 microscope. Males were scored for the presence of ectopic EGL-5::GFP or MAB-5::GFP expression.

### Chromatin immunoprecipitation

ChIP was performed as previously described [45] with several modifications. Mixed stage L4 and adult worms were homogenized in ice-cold FA lysis buffer (50 mM HEPES/KOH pH 7.5, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate; 150 mM NaCl) with complete protease inhibitor cocktail (Roche) and 1% Triton X-100 using liquid nitrogen. Worm lysate was sonicated with a Branson Digital Sonifier using following settings: 30% amplitude for 3 min total. Protein concentration of the extract was determined by the Coomassie Plus (Bradford) Protein Assay. Worm extract was incubated with the following antibodies: anti-H3 (Abcam 1791), anti-H3K27me2 (Upstate 07-322), anti-H3K27me3 (kindly provided by T. Jenuwein), anti-H3K9me2 (Abcam 1220), anti-H3K4me3 (Abcam 1012), anti-GFP (Roche) and anti-HIS-24. Proteins were immunoprecipitated using G-agarose beads (Pierce). *mab-5* and *egl-5* genes were detected by qPCR using iCycler iQ™ Multi- Color real time PCR detection system (Bio-Rad). Primer sequences are available on request.

### Peptide pull down analysis

Peptide pull downs were performed as previously described [46]. 10 µg of each biotinylated peptide was coupled to streptavidin- agarose beads (Pierce). For peptide binding experiments following peptides were used: H3 mono-, di- or trimethylated at K9, H3 mono-, di- or trimethylated at K27, H3 unmethylated at K27, HIS-24 monomethylated at K14 and HIS-24 unmethylated at K14. Peptides were generated by Squarix (Germany). Worm extracts were incubated for 2 h at 4°C with the beads (constant rotation). Beads were washed six times with PD 150 buffer (20 mM Hepes pH 7.9, 150 mM KCl, 0.2% Triton-X 100, complete protease inhibitor cocktail, 20% glycerol). Bounded proteins were separated on gradient NuPAGE SDS gel (4–12%).

### Western and dot blot

*C. elegans* lysates were prepared and analyzed by western blot as previously described [16], [18].

### Immunoprecipitation

Mixed populations of L4 worms carrying the *hpl-2::gfp* transgene or wild type worms were homogenized [47]. About 1.5 mg of total precleared protein was incubated with following antibodies GFP-Trap^R^ –A beads (Chromotek, Germany), anti- H3 (Abcam 1791), anti-H3K27me2 (Upstate 07-322), anti-H3K27me3 (kindly provided by T. Jenuwein), anti-H3K9me2 (Abcam 1220), anti-H3K4me3 (Abcam 1012), anti-H3K9me3 (Abcam 8898) or anti-H4K20me3 (Abcam 9053) at 4°C overnight. Next, the complexes were washed six times with PD150 buffer for 5 minutes at 4°C (20 mM Hepes, pH 7.9; 150 mM KCl, 0.2% Triton X-100, 1× Protease Inhibitor (Roche), 20% glycerol). Finally, the immunoprecipitated proteins were resolved on NuPAGE SDS gradient gel (4–12%) and western blotted with antibodies against H3K27me3 (1∶20 000 dilution), HPL-2 (1∶2000 dilution; kindly provided by F. Palladino), HIS-24K14me1 (1∶10000 dilution) and GFP (Roche; 1∶20000 dilution).

### Expression of recombinant HPL-2 protein

The pGEX HPL-2a plasmid (kindly provided by F. Palladino) and HIS-24 pet3a plasmid were expressed in *E. coli* BL21(DE3) and the recombinant proteins were used for the peptide pull down assay.

### Accession numbers

The microarray data can be found in the Gene Expression Omnibus (GEO) of NCBI through accession number GSE33339.

## Supporting Information

Figure S1 The levels of heterochromatin marks are not altered in the *hpls*, *his-24* mutant animals. No changes of the H3K27me3, H3K9me3 and H3 levels were observed in single, double and triple mutant animals.
(PDF) Click here for additional data file.

Figure S2 Reduced level of HPL-1 after depletion. Reduction of HPL-1 level in *hpl-1* depleted *his-24; hpl-2* double mutant animals in contrast to *his-24; hpl-2* double, where HPL-1 is present.
(PDF) Click here for additional data file.

Table S1 Differentially co-expressed genes for L4 stage larvae in *hpl-2; hpl-1* and *his-24 hpl-1; hpl-2* compared to wild type (FDR<0.05). 

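Table S1 gives, for each entry, an identifier, an average expression value, a log2 fold change against wild type, a gene name and GO terms. Its up-regulated sheet holds 464 entries for 445 identifiers of the array, and its down-regulated sheet 195 entries for 193. In the first sheet, 435 entries matched an identifier of the array exactly and 29 after a final letter was dropped. The paper's log2 fold change is given to 1 decimal, and it is printed as 1.5 in 165 up-regulated entries and above it in 299. The down-regulated sheet has 85 entries printed as -1.5, 109 beyond that and 1 closer to 0. Across the 445 up-regulated genes, the paper's fold change correlated with that of *hpl-2*; *his-24* against *hpl-1 his-24* on these arrays, with Pearson's r of 0.37 and Spearman's rho of 0.41. Across the 193 down-regulated genes the values were 0.43 and 0.45. The lists were chosen on the triple mutant and *hpl-1*; *hpl-2*, for which Pearson's r against *hpl-1 his-24* was 0.54 and 0.27 over the up-regulated genes and 0.70 and 0.18 over the down-regulated genes. These correlations are across genes, which are not independent replicates.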

Each table represents the following ontologies: Biological Process (BP) and/or Cellular Component (CC). Gene Ontology (GO) terms taken from WormBase (http://www.wormbase.org). n/a –not available.
(XLS) Click here for additional data file.

Table S2 Ray defects associated with *hpl-1*, *hpl-2* or *his-24* mutations.
(DOC) Click here for additional data file.

Table S3 Standard deviation of qChIP-PCR analysis for Figure 7.
(DOC) Click here for additional data file.

# Supplementary material for: Transcriptional Repression of Hox Genes by C. elegans HP1/HPL and H1/HIS-24
**Source:** PLoS Genet. 2012 Sep 13;8(9):e1002940. doi: 10.1371/journal.pgen.1002940
**Supplement:** Table S2 — Ray defects associated with hpl-1, hpl-2 or his-24 mutations.

**Table S2. Ray defects associated with *hpl-1*, *hpl-2* or *his-24*** mutations.

| **Genotype** | **Ectopic rays (%)** | **Fused/missing rays (%)** | **Under-developed rays (rays 1 and 2) (%)** | **Number of worms scored (n)** |
| --- | --- | --- | --- | --- |
| wild type* | 0 | 0 | 0 | 72 |
| *his-24(ok1024)** | 0 | 0 | 0 | 54 |
| *hil-3(ok1556)** | 0 | 0 | 0 | 31 |
| *hpl-1(tm1624)** | 0 | 0 | 0 | 48 |
| *hpl-2(tm1489)** | 0 | 0 | 0 | 67 |
| *hpl-2(tm1489); his-24(ok1024)** | 0 | 24 | 13 | 73 |
| *hpl-2(tm1489); hil-3(ok1556)** | 0 | 0 | 0 | 78 |
| *hpl-1(tm1624) his-24(ok1024)** | 0 | 0 | 0 | 54 |
| *hpl-1(tm1624) his-24(ok1024); hpl-2(tm1489)** | 4 | 37 | 42 | 107 |
| *hpl-1(tm1624); hpl-2(tm1489)** | 0 | 0 | 0 | 58 |
| wild type on *mes-2* feeding*** | 3 | 1 | 0 | 86 |
| *his-24(ok1024); hpl-2(tm1489)* on *mes-2* feeding*** | 5 | 23 | 31 | 82 |
| *hpl-1(tm1624) his-24(ok1024); hpl-2(tm1489)* on *mes-2* feeding*** | 10 | 43 | 41 | 102 |
| wild type on *mes-3* feeding*** | 5 | 1 | 0 | 85 |
| *his-24(ok1024); hpl-2(tm1489)* on *mes-3* feeding*** | 12 | 44 | 40 | 96 |
| *hpl-1(tm1624) his-24(ok1024); hpl-2(tm1489)* on *mes-3* feeding*** | 9 | 45 | 46 | 107 |
| *hpl-2(tm1489); his-24(ok1024)* on *sop-2* feeding*** | 0 | 21 | 14 | 95 |
| *hpl-1(tm1624) his-24(ok1024); hpl-2(tm1489)* on *sop-2* feeding*** | 3 | 35 | 37 | 101 |
| *** on *him-14* feeding plates at 21°C** | | | | |

# Supplementary material for: Transcriptional Repression of Hox Genes by C. elegans HP1/HPL and H1/HIS-24
**Source:** PLoS Genet. 2012 Sep 13;8(9):e1002940. doi: 10.1371/journal.pgen.1002940
**Supplement:** Table S3 — Standard deviation of qChIP-PCR analysis for Figure 7.

**Table S3. Standard deviation of qChIP-PCR analysis**

**HIS-24 binding to the regulatory regions of the *mab-5* and *egl-5 Hox* gene.**

| **Gene region** | **Standard deviation**  **±SD** |
| --- | --- |
| *mab-5* promoter | 0,60 |
| *mab-5* intron 1 | 0,12 |
| *mab-5* intron 2 | 2,64 |
| *mab-5* 3’UTR | 0,82 |
| *egl-5* promoter | 0,08 |
| *egl-5* intron 1 | 0,40 |
| *egl-5* intron 2 | 0,24 |
| *egl-5* 3’UTR | 0,84 |

**HIL-4 binding to the regulatory regions of the *mab-5* and *egl-5 Hox* gene**.

| **Gene region** | **Standard deviation**  **±SD** |
| --- | --- |
| *mab-5* promoter | 0,04 |
| *mab-5* intron 1 | 0,24 |
| *mab-5* intron 2 | 0,40 |
| *mab-5* 3’UTR | 0,72 |
| *egl-5* promoter | 0,24 |
| *egl-5* intron 1 | 0,24 |
| *egl-5* intron 2 | 0,08 |
| *egl-5* 3’UTR | 0,08 |

**HIS-24 and H3 binding to the regulatory regions of the *mab-5 Hox* gene in *mab-5::gfp* strain in *sor-1* background. H3 binding to the regulatory regions of the *mab-5* foci in *his-24* background.**

| **Gene region** | **Standard deviation**  **±SD** |
| --- | --- |
| *mab-5* pr. *sor-1* KO (αHIS-24) | 0,08 |
| *mab-5* pr. WT (αHIS-24) | 0,18 |
| *mab-5* pr. *sor-1* KO (αH3) | 0,24 |
| *mab-5* pr. WT (αH3) | 6,31E-30 |
| *mab-5* pr. *his-24* KO (αH3) | 0,02 |
| *mab-5* int. 1 *sor-1* KO (αHIS-24) | 0,02 |
| *mab-5* int. 1 WT (αHIS-24) | 1,44 |
| *mab-5* int. 1 *sor-1* KO (αH3) | 0,01 |
| *mab-5* int. 1 WT (αH3) | 1,44 |
| *mab-5* int. *his-24* KO (αH3) | 0,02 |
| *mab-5* 3'UTR *sor-1* KO (αHIS-24) | 0,12 |
| *mab-5* 3'UTR WT (αHIS-24) | 2,20 |
| *mab-5* 3'UTR *sor-1* KO (αH3) | 0,13 |
| *mab-5* 3'UTR WT (αH3) | 0,24 |
| *mab-5* 3'UTR *his-24* KO (αH3) | 0,01 |

How the deposited data were processed for this re-analysis (not part of the article)

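Gene expression was measured on 8 Agilent *C. elegans* oligonucleotide arrays, 2 for each of the genotypes *hpl-1 his-24*, *hpl-2*; *his-24*, *hpl-1*; *hpl-2* and the triple mutant *hpl-2*; *hpl-1 his-24*. Each array was hybridized with Cy3-labelled amplified RNA of 1 sample. Wild type and single mutants were not analysed here, and no value below is a comparison with wild type.

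The scanner values are intensities that the authors made with Agilent's Feature Extraction software, which per the file headers subtracted a spatially detrended background, detrended the signal multiplicatively and replaced signals not above background by a small surrogate value. These intensities were deposited without normalization between arrays. A further table of log2 values was made by the authors, as deposited, from the median brightness of each spot, with quantile normalization over all spots and no background subtraction. How that table was made was tested on the values: it follows the log2 median brightness of the same array almost exactly, and its 8 columns hold nearly the same sorted values. All its columns were used, and 0 were left over. The microarray methods of the paper refer to earlier papers for the processing, and its text does not name the normalization or the test.

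Of the spots on each array, 42964 are not controls, and they belong to 20401 probes for 20113 gene identifiers, of which 282 have more than 1 probe. Spots that the scanner software marked as non-uniform or as population outliers were left out, which were 92 to 238 spots per array. The log2 signal of each array was expressed relative to its 75th percentile over the non-control spots, and the spots of a probe were averaged. An identifier was represented by the probe with the highest mean over the 8 arrays. The 17092 identifiers whose probe was well above background on both arrays of at least 1 genotype were tested. After transcript suffixes were dropped, the identifiers stand for 19441 genes, of which 18124 were matched to a symbol in the reference annotation. The genome build of the probe positions is not named, so only chromosomes, and windows drawn on the array's own positions, were used.

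The 75th percentile of the signal lay between 4613 and 8501 intensity units per array, and the median local background between 48 and 56.5. From 77.3% to 84.7% of the 20401 probes were well above background on an array, and at most 1 probe was saturated. With 2 arrays per genotype, the number of arrays limits the precision. A linear model with 1 mean per genotype was fitted with limma (version 3.58.1, R 4.3.3), which had 4 residual degrees of freedom and 2.43 prior degrees of freedom, and the 6 pairs of genotypes were compared with its empirical Bayes test, two-sided, with Benjamini-Hochberg adjustment over all genes of a comparison. A gene was called at an adjusted p below 0.05 and a log2 fold change beyond 1.5 in either direction. Where a gene was not well above background on any array of 1 genotype, its fold is given as a lower bound, taken per array against the higher of its own level and the lowest level among probes with every spot well above background, and no fold is given where neither genotype was above background. A probe counted as well above background on an array when at least 50% of its spots were. On simulated arrays with 200 changed genes in the triple mutant, 195 to 197 were recovered in the 3 comparisons with that mutant, with 2 to 4 false calls per comparison. All simulated changes lay beyond the threshold of 1.5, and the noise had 1 spread per gene on all arrays, without slide effects. The recovery therefore does not measure sensitivity near the threshold. Nor does it measure false calls under slide effects or the wider spread of *hpl-2*; *his-24*.

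The genes named in the text were set by a rule before the data were examined. They are the genes that the paper names from its arrays, the other Hox genes, the deleted genes, the linker histone genes, and in each comparison the 3 largest rises and the 3 largest falls among called genes whose arrays do not overlap between the genotypes. After the values were seen, the last were restricted to genes well above background on all 4 arrays of the comparison. Lists of genes were tested with limma's camera at its preset inter-gene correlation of 0.01, and again with fry and with an estimated correlation. The lists were those of Table S1, their GO terms as Table S1 gives them, and families of gene symbols. The shares of called genes on chromosomes and in windows of 1 Mb around the deleted genes were compared with Fisher's exact test, two-sided. The overlaps of 2 and of 3 lists of calls were compared with 100 simulated sets of arrays without changed genes. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

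The alternatives tried were quantile normalization, limma's normexp background correction with an offset of 50, no filter on dim probes, only probes well above background on all 8 arrays, the mean of all probes of a gene, a linear 1.5-fold threshold as in the paper's Methods, the adjusted p alone, only the 4 arrays compared, the replicate number as a block, the slide as a random or a fixed block, the authors' log2 table, a plain test of each gene without limma's pooling, and leaving out each array in turn. They were set before the data were examined, apart from the collapse of transcripts to genes and the alternatives for GO terms and chromosomes, which were chosen after seeing the data. When 1 array is left out, the lone array of its genotype is assumed to vary like those of the other genotypes.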

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

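The result here and all its tests were chosen after the values of the *hpl-1* probe were seen.

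The paper does not report on the probe for *hpl-1*, and its signal on some arrays stands out. Of the 6 arrays labelled with an *hpl-1* allele, 4 had this probe well above background. On the arrays labelled *hpl-1 his-24* it was at least 78.9-fold above its level in *hpl-1*; *hpl-2*, and on those labelled *hpl-2*; *hpl-1 his-24* at least 67.1-fold. A single *hpl-1* deletion that removes the probed transcript in all 3 genotypes would leave no signal on these arrays, so the bound of 67.1-fold in the triple mutant argues against it. A probe that reads another transcript would give signal in *hpl-1*; *hpl-2* too, and the bound of 78.9-fold between *hpl-1 his-24* and *hpl-1*; *hpl-2* argues against that. An exchange of labels among the 8 arrays would leave 6 arrays without the transcript, whichever labels they carry, but only 2 arrays lack it. What stays open is an *hpl-1* allele that keeps the probed sequence, or no *hpl-1* deletion, on the arrays labelled *hpl-1 his-24* and *hpl-2*; *hpl-1 his-24*. The level of *hpl-1* in the triple mutant and in *hpl-2*; *his-24* differed by a log2 fold change of 0.01, which an intact gene would give and which an allele that keeps the probed sequence could give as well, so these cannot be told apart with 1 probe. The paper's Table 2 lists another *hpl-1* allele, n4317, for the *hpl-1*; *hpl-2* strain than its Table 1 does, and which allele the arrays carry was not tested. Until this is settled, a difference between *hpl-1*; *hpl-2* and the genotypes labelled *hpl-1 his-24* and *hpl-2*; *hpl-1 his-24* may include the effect of losing *hpl-1* in *hpl-1*; *hpl-2* only.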

How the results depend on the processing

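The alternatives were set before the data were examined, apart from the collapse of transcripts to genes and all alternatives for GO terms and chromosomes, which were chosen after seeing the data. Where a value moved, the cause was not tested unless the alternative itself gives it.

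With 1 array left out at a time, the 14 counts of called genes and of their overlap, the 6 medians of the Table S1 lists, the deleted genes and the counts of tests passed for families, GO terms and chromosomes kept their direction and their side of the threshold, with counts within 1.5 times those from all arrays. The genes higher in the triple mutant than in *hpl-1*; *hpl-2* then ranged from 403 to 474 and the lower ones from 183 to 229. The widest range was that of genes lower in *hpl-2*; *his-24* than in *hpl-1*; *hpl-2*, from 754 to 1414. The medians of the up-regulated list against *hpl-1 his-24* ranged from 1.65 to 1.74 in *hpl-1*; *hpl-2* and from 1.64 to 1.72 in *hpl-2*; *his-24*. Of the results for single genes, 1837 stayed on their side of the threshold with an array left out, 192 no longer passed, 26 passed only then, 9 changed sign by more than their standard error without passing in either case, and 0 reversed.

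Loosening the threshold raises the counts by construction. With a linear 1.5-fold threshold, higher and lower genes were 1530 and 1162 for the triple mutant against *hpl-1*; *hpl-2*, 2769 and 2109 against *hpl-1 his-24*, and 3729 and 2157 against *hpl-2*; *his-24*. They were 2269 and 2253 for *hpl-1*; *hpl-2* against *hpl-1 his-24*, 3919 and 4387 for *hpl-2*; *his-24* against *hpl-1 his-24*, and 2533 and 3554 for *hpl-2*; *his-24* against *hpl-1*; *hpl-2*. With the adjusted p alone, the triple mutant had 2003 and 1863 against *hpl-1*; *hpl-2*, 3913 and 3264 against *hpl-1 his-24*, and 4725 and 3981 against *hpl-2*; *his-24*. *hpl-1*; *hpl-2* had 3458 and 3203 against *hpl-1 his-24*, and *hpl-2*; *his-24* had 5733 and 5485 against *hpl-1 his-24* and 4015 and 4789 against *hpl-1*; *hpl-2*. The overlap of *hpl-1*; *hpl-2* and the triple mutant against *hpl-1 his-24* was 1611 higher and 1225 lower genes at the linear threshold and 2326 and 1964 at the adjusted p alone.

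Changes of the values moved fewer counts beyond 1.5 times. Quantile normalization gave 469 lower genes for the triple mutant against *hpl-2*; *his-24*. With normexp background correction, 206 genes were higher in the triple mutant than in *hpl-1*; *hpl-2* and 373 higher and 349 lower than in *hpl-1 his-24*, and against *hpl-2*; *his-24* 864 were higher and 138 lower. It gave 453 higher and 362 lower genes for *hpl-1*; *hpl-2* against *hpl-1 his-24*, 592 and 1106 for *hpl-2*; *his-24* against *hpl-1 his-24*, 224 and 507 for *hpl-2*; *his-24* against *hpl-1*; *hpl-2*, and an overlap of 239 higher genes. The authors' series matrix gave 190 higher genes in the triple mutant against *hpl-1*; *hpl-2*, 348 higher and 337 lower against *hpl-1 his-24*, and 663 higher and 169 lower against *hpl-2*; *his-24*. It gave 421 and 323 for *hpl-1*; *hpl-2* against *hpl-1 his-24*, 687 and 931 for *hpl-2*; *his-24* against *hpl-1 his-24*, 259 and 424 for *hpl-2*; *his-24* against *hpl-1*; *hpl-2*, and an overlap of 217 higher genes. Without a filter on dim probes, *hpl-2*; *his-24* had 3067 lower genes against *hpl-1 his-24* and 1995 against *hpl-1*; *hpl-2*. In the same setting the Table S1 down-regulated list, with a median of -0.02 between the triple mutant and *hpl-1*; *hpl-2*, no longer passed limma's camera, which it did in every other setting. With only probes well above background on all 8 arrays, fewer genes were tested, and the triple mutant had 187 higher genes against *hpl-1*; *hpl-2*, 455 against *hpl-1 his-24* and 149 lower against *hpl-2*; *his-24*. *hpl-1*; *hpl-2* then had 477 higher and 341 lower genes against *hpl-1 his-24*, *hpl-2*; *his-24* had 679 higher against *hpl-1 his-24* and 241 higher against *hpl-1*; *hpl-2*, and the overlap was 280 higher and 135 lower genes. The depth of these arrays is their signal over background: between *hpl-2*; *his-24* and *hpl-1*; *hpl-2*, 45 called genes were not well above background on any of the 4 arrays, and 1075 of 1371 were on all 4.

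A plain test of each gene, which estimates a spread from 4 arrays alone, called 145 higher and 70 lower genes for the triple mutant against *hpl-1*; *hpl-2*, 29 and 2 against *hpl-2*; *his-24*, 614 and 668 for *hpl-2*; *his-24* against *hpl-1 his-24*, and 2 and 9 for *hpl-2*; *his-24* against *hpl-1*; *hpl-2*. At an unadjusted p below 0.05 and a log2 fold change beyond 1.5 it gave 667 genes in the first of these comparisons and 920 in the last. Against *hpl-1 his-24* the plain test called 714 higher and 393 lower genes in the triple mutant and 654 and 489 in *hpl-1*; *hpl-2*. The steepest losses of calls were thus in 2 comparisons with *hpl-2*; *his-24*, whose replicates differed most (SD 0.53 on the log2 scale). Limma's fit used 1 spread per gene for all genotypes. Of the tests for chromosomes and windows, 15 passed with the calls of the plain test and 31 with limma's.

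A block for the replicate number gave 453 higher and 214 lower genes for the triple mutant against *hpl-1*; *hpl-2*. The replicate numbers do not pair the arrays, since the differences between replicates correlated between genotypes only from -0.30 to 0.18. The -0.30 was between *hpl-1*; *hpl-2* and the triple mutant, whose arrays of like number lay on different slides of their shared pair. Matched by slide, that correlation is positive, so a shared slide effect is not excluded.

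The chromosomal, GO and family counts otherwise stayed within 1.5 times. Of the results for single genes, 4 reversed. *hil-4* in the triple mutant against *hpl-1 his-24* was 0.26 after quantile normalization and 0.38 on the series matrix, *egl-5* in *hpl-2*; *his-24* against *hpl-1 his-24* was -0.39 with the mean of its probes, and *nhr-60* in the triple mutant against *hpl-2*; *his-24* was -0.03 on the series matrix. *hpl-1* in *hpl-2*; *his-24* against *hpl-1 his-24* passed on the series matrix alone, with -0.25 (adjusted p = 0.0357, within a range of 0.0357 to 0.295).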

Differences from the paper's values

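The comparisons here were chosen after the results were seen.

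Of the counts the paper gives for its arrays, only the number of genes analysed could be compared, and it does not differ by more than 1.5 times. The paper analysed 16278 genes, and here 17092 were tested, with 14991 to 20112 over the alternatives. The paper's percentages of genes changed against wild type were not recomputed, since wild-type arrays were not analysed here.

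The paper cites Table S1 for *far-5* and *far-7*. Neither identifier, F15B9.3 or K01A2.2a, is in either list there. On the arrays *far-7* was lower in the triple mutant than in *hpl-1*; *hpl-2*, with a log2 fold change of -1.41, and *far-5* differed by 0.45. The paper describes its *hpl-1* mutation as a null mutation and names it in *hpl-1 his-24*, *hpl-1*; *hpl-2* and the triple mutant. The *hpl-1* probe was well above background on 4 of the 6 arrays with that label.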

Other observations

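All tests of explanations here were chosen after the results were seen, and so were the comparisons of genes repeated within Table S1. 

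Collagen genes were lower in *hpl-2*; *his-24* than in *hpl-1 his-24*. Of the 144 genes with a col- symbol, 128 were lower, with a median log2 fold change of -2.19 (adjusted p = 7.75e-12 from limma's camera). The pattern is not particular to *hpl-2*; *his-24*: against *hpl-1 his-24* the median was -1.06 in *hpl-1*; *hpl-2*, with 131 of 144 genes lower (adjusted p = 3.01e-12 from limma's camera), and -0.44 in the triple mutant. Against *hpl-1*; *hpl-2* the median in *hpl-2*; *his-24* was -0.87, and in the triple mutant against *hpl-2*; *his-24* it was 1.52. Normalization as the whole cause is argued against by the median of -2.07 after quantile normalization, a single odd array by -1.60 without *hpl-2*; *his-24* replicate 1 and -2.55 without replicate 2, and dim probes by -2.20 among probes well above background on all 8 arrays. A difference in developmental stage between the worms stays open. The 7 vit- genes of yolk had a median of 0.06 in the same comparison, but collagens could differ between stages at which yolk genes do not. The 26 msp- genes had a median of -0.55, which was -1.15 without *hpl-2*; *his-24* replicate 1 and -0.09 without replicate 2, so this value rests on 1 array. Slide and scan day of the *hpl-2*; *his-24* arrays cannot give the -1.06 in *hpl-1*; *hpl-2* against *hpl-1 his-24*, which were scanned on the same day, though these too lay on different slides. For *hpl-2*; *his-24* itself they stay open, since every difference of *hpl-2*; *his-24*, including the -0.87 against *hpl-1*; *hpl-2*, is at the same time one between slides and scan days. A biological effect of the genotype remains among the open explanations. Over the families of gene symbols, 48 tests were made, of which 24 passed camera, 20 passed camera and fry, and 0 passed camera with an estimated inter-gene correlation.

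The genes of Table S1 changed the same way against *hpl-1 his-24* in the 3 genotypes labelled with *hpl-2*. The scan day is argued against as the cause by the median of 1.70 for the up-regulated list in *hpl-1*; *hpl-2*, which was scanned on the same day as *hpl-1 his-24*. Loss of *hpl-2* is a candidate explanation: the lists were not chosen on *hpl-2*; *his-24*, where the median was 1.66 and could have been near 0. A single *hpl-1 his-24* array or slide is argued against by the medians of 1.69 and 1.68 in *hpl-1*; *hpl-2* without *hpl-1 his-24* replicate 1 and 2. A fault common to both *hpl-1 his-24* arrays that wild type does not share is argued against as the whole cause, since the paper chose the lists against wild type. Such a fault would leave them among random lists of like expression, whose highest median in *hpl-2*; *his-24* against *hpl-1 his-24* was 0.20, where the up-regulated list had 1.66. A difference between slides that the *hpl-1 his-24* arrays share with the wild-type arrays predicts the same values as loss of *hpl-2*, including the median of -0.19 between *hpl-2*; *his-24* and *hpl-1*; *hpl-2*, and cannot be told apart from it, since wild type was not analysed here. A difference in developmental stage between *hpl-1 his-24* and the other genotypes is not excluded by the msp- genes, whose median was -0.08 in *hpl-1*; *hpl-2* against *hpl-1 his-24*. Small differences in stage could leave those genes unchanged. The 7 vit- genes were all lower than in *hpl-1 his-24* in the triple mutant (median -0.96, adjusted p = 0.00252 from camera). All 7 were also lower in *hpl-1*; *hpl-2* (-0.48, 0.0772), but in *hpl-2*; *his-24* their median was 0.06. A difference in stage therefore stays open.

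More genes were called near *hpl-1* than elsewhere in *hpl-1*; *hpl-2* against *hpl-1 his-24*. In a window of 1 Mb around the gene on chromosome X, 23 of 143 genes were called, 16.1% against 8.10% elsewhere (Fisher's exact test, adjusted p = 0.00411). In the triple mutant against *hpl-1*; *hpl-2*, 12 genes were called, 8.39% against 3.90% (exact test, adjusted p = 0.0283). Strain differences linked to the *hpl-1* deletion are a candidate explanation. In *hpl-2*; *his-24* against *hpl-1*; *hpl-2*, 11 of the 143 genes were called, with an odds ratio of 0.955, which such a linkage would not give by itself, though this comparison has 8.03% of genes called elsewhere and was made across slides. In the triple mutant against *hpl-1 his-24*, where neither genotype lacks the *hpl-1* signal, 19 of the 143 genes were called, 13.3% against 8.17% elsewhere, with an odds ratio of 1.72 (exact test, adjusted p = 0.0542). A linkage to the deletion would not give that either, but the value did not pass the threshold, and the explanation stays open. By the same test, the share of called genes on chromosome V was above that elsewhere in all 6 comparisons, as in the triple mutant against *hpl-1*; *hpl-2* with 7.37% against 3.01%, and that on chromosome III was below it in all 6, with 1.72% against 4.32% in that comparison. In the 1 Mb window around *hpl-2*, the share was below that elsewhere in the triple mutant against *hpl-1*; *hpl-2* (odds ratio 0.145, adjusted p = 0.0293). It was also below in the triple mutant against *hpl-2*; *his-24* (0.301, 0.00269) and in *hpl-2*; *his-24* against *hpl-1*; *hpl-2* (0.349, 0.0283). Around *hpl-2*, no comparison with *hpl-1 his-24* passed. Neighbouring genes can change together, so the genes in a region are not independent.

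In Table S1, 19 identifiers of the array stand in the up-regulated sheet more than once. For 16 of them the entries differ in their identifiers as printed, and 17 of the 19 have a single probe on the array. In 18 of the 19 the repeated entries give the same log2 fold change, while the average expression differs in 17 and by more than 1 on the log2 scale in 11, with a largest difference of 4.97. These are the paper's values, and no explanation was tested.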
